# NF-κB/p52 augments ETS1 binding genome-wide to promote glioma progression

**DOI:** 10.1038/s42003-023-04821-2

**Published:** 2023-04-22

**Authors:** Nicholas Sim, Yinghui Li

**Keywords:** CNS cancer, Cancer genomics

## Abstract

Gliomas are highly invasive and chemoresistant cancers, making them challenging to treat. Chronic inflammation is a key driver of glioma progression as it promotes aberrant activation of inflammatory pathways such as NF-κB signalling, which drives cancer cell invasion and angiogenesis. NF-κB factors typically dimerise with its own family members, but emerging evidence of their promiscuous interactions with other oncogenic factors has been reported to promote transcription of new target genes and function. Here, we show that non-canonical NF-κB activation directly regulates p52 at the *ETS1* promoter, activating its expression. This impacts the genomic and transcriptional landscape of ETS1 in a glioma-specific manner. We further show that enhanced non-canonical NF-κB signalling promotes the co-localisation of p52 and ETS1, resulting in transcriptional activation of non-κB and/or non-ETS glioma-promoting genes. We conclude that p52-induced ETS1 overexpression in glioma cells remodels the genome-wide regulatory network of p52 and ETS1 to transcriptionally drive cancer progression.

## Abstract (web summary)

p52-induced ETS1 overexpression in glioma cells remodels the genome-wide regulatory network of p52 and ETS1 to transcriptionally drive cancer progression.

## Introduction

Gliomas are one of the deadliest cancers and account for roughly 80% of all central nervous system malignancies^1^. A well-known driver and hallmark of glioma progression is chronic inflammation, which manifests through the infiltration of tumour-associated macrophages, upregulation of inflammatory cytokines, angiogenesis and tissue remodelling^2,3^. As levels of inflammatory mediators such as TNFα and IL-1β are elevated, it causes the aberrant activation of the nuclear factor kappa-light-chain-enhancer of activated B cells (NF-κB), mitogen-activated protein kinase (MAPK)/extracellular-signal-regulated kinase (ERK) and signal transducer and activator of transcription 3 (STAT3) pathways which promote glioma progression^3,4^. The NF-κB signalling pathway consists of the canonical, non-canonical, atypical and DNA damage pathways and is essential for the regulation of multiple immune, inflammatory and developmental responses in normal tissues^5^. When hyperactivated, it can promote the development and progression of various cancers, including gliomas^6^, breast cancers^7^ and lymphomas^8^. Among these pathways, the canonical and non-canonical signalling arms are the most well-studied. Canonical NF-κB signalling can be activated through various cytokines, growth factors or pattern-recognition receptors^9^. Upon activation, the IκB kinase (IKK) complex is phosphorylated, which in turn phosphorylates IκBα, signalling it for ubiquitin-dependent proteasomal degradation. This results in the nuclear translocation of p50/p65 dimers which can either activate or suppress gene expression in a stimulus- and cell-context-dependent manner^10^. Conversely, non-canonical NF-κB signalling is triggered by a different subset of ligands such as B-cell activating factor (BAFF), receptor activator of nuclear factor kappa-Β ligand (RANKL) and tumour necrosis factor-like weak inducer of apoptosis (TWEAK)^5,6^. This promotes the stabilisation of NF-κB-inducing kinase (NIK), which activates IKKα and thereby leads to the proteolytical processing of p100 into p52^5^. The resultant mature p52 then translocates into the nucleus as p52/RelB dimers to exert transcriptional regulation.

Another key mediator of inflammation is the E26 (ETS) family of transcription factors (TFs), which are transcriptionally regulated downstream of MAPK signalling^11^. ETS TFs are involved in a wide range of biological processes, which include cell cycle control, cell proliferation, angiogenesis, tissue remodelling and differentiation^12,13^. ETS factors such as ETV2 and PU.1 have been reported to be overexpressed in gliomas, and their dysregulation promotes tumorigenesis and metastasis^14^.

Traditionally, NF-κB subunits form specific homo- or hetero-dimers among themselves to exert diverse transcriptional functions. However, various TFs such as STAT3, p53 and ERG have also been demonstrated to associate with NF-κB to repress or enhance the transcriptional activation of κB-dependent genes in human cancers^15–17^. Notably, NF-κB/p52 has been shown to physically interact and cooperate with ETS1 to regulate telomerase reactivation via the mutant telomerase reverse transcriptase (*TERT)* promoter, which is a cancer driver gene in almost 90% of human cancers^6,18^. However, the genome-wide regulatory interplay between p52 and ETS1 has yet to be further explored. Here, we show that p52 activation directly regulates *ETS1* expression through p52 binding at its promoter. The p52-driven overexpression of ETS1 resulted in the alteration of its genome-wide binding dynamics, which induced a change in the enrichment of its associated motifs and target genes. We further demonstrate that ETS1 functionally cooperates with p52 to promote glioma invasion and cell proliferation. Altogether, our data indicate the crucial role of NF-κB/p52 activation in enhancing the genomic binding landscape of ETS1 to drive glioma progression.

## Results

### NF-κB/p52 activation alters the genomic binding landscape of ETS1

The non-canonical NF-κB pathway has been documented to play critical roles in the progression of various malignancies and can be activated in response to a variety of ligands, including TWEAK^6,19–21^. 

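U-87 MG is an established human glioblastoma cell line. TWEAK is a ligand of the TNF family that activates the non-canonical NF-κB pathway, in which p100, the product of *NFKB2*, is processed to p52. In ChIP-seq, DNA bound by a protein is recovered with an antibody and sequenced, and regions with more reads than the background are called as peaks. The p52 and ETS1 antibodies were each used on 2 libraries of untreated and 2 libraries of TWEAK-treated control cells. TWEAK was given at 10 ng/ml, and the sample labels give a treatment of 48 h. The authors mapped the reads to hg38 with Bowtie2, called peaks with MACS2 with subtraction of the input signal, and removed blacklisted regions. They deposited a list of peaks for each library, with the fold enrichment over the background and −log10 of the p- and q-values at each peak, all as given by the authors' peak caller. The lists hold no read counts, so the depth of the libraries is unknown and no interval for a single peak can be given. The p52 lists held 714 and 452 peaks in untreated cells and 3579 and 11761 peaks in TWEAK-treated cells. The ETS1 lists held 4372 and 2066 peaks in untreated cells and 3570 and 3145 peaks in TWEAK-treated cells. The weakest peak in each list had a −log10 q-value between 1.00 and 1.07. Peaks of the replicates that shared at least 1 bp were merged into a site, and a site was assigned to a condition when both of its replicates had a peak there. As each condition had 2 replicates, the numbers of sites were compared without a test.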

To investigate the role of NF-κB/p52 in regulating the genomic occupancy of ETS1 in gliomas, we performed chromatin immunoprecipitation (ChIP) sequencing (ChIP-seq) using p52 and ETS1 antibodies in the glioma cell line, U-87 MG, with and without TWEAK treatment. There were 270 and 3697 unique p52 and ETS1 binding sites obtained, respectively, in untreated cells. 

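In untreated cells, 313 p52 peaks of replicate 1 (43.8%) overlapped a peak of replicate 2, and 315 p52 peaks of replicate 2 (69.7%) overlapped a peak of replicate 1. The merged lists gave 311 p52 sites with a peak in both replicates, of which 249 lay on the assembled chromosomes and the rest on other contigs. For ETS1, 1603 peaks of replicate 1 (36.7%) and 1675 peaks of replicate 2 (81.1%) overlapped a peak of the other replicate, which gave 1590 sites in both replicates. The rule for combining replicates moved these numbers the most. With a peak in either replicate as the criterion, there were 849 p52 and 4750 ETS1 sites.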

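After TWEAK treatment, 2949 p52 peaks of replicate 1 (82.4%) overlapped a peak of replicate 2, while 3001 p52 peaks of replicate 2 (25.5%), which had the longer list, overlapped a peak of replicate 1. There were 2941 p52 sites with a peak in both replicates and 12331 sites with a peak in either. The number of p52 sites in TWEAK-treated cells thus rested on replicate 2 wherever a single library was enough to count a site. For ETS1, 2005 peaks of replicate 1 (56.2%) overlapped a peak of replicate 2, which gave 1981 sites in both replicates and 4664 sites in either.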

Following TWEAK treatment, 11503 p52 and 3852 ETS1 binding sites were identified. (Supplementary Fig. 1). 

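The *ETS1* gene lies on the minus strand of chromosome 11 in hg38, from 128458761 to 128587558, and its MANE Select transcript starts at 128587558. Both p52 libraries of TWEAK-treated cells had a peak in intron 1 of this transcript, from 128579931 to 128580227 in replicate 1 and from 128579850 to 128580295 in replicate 2. The summit lay at 128580088 in both libraries, 7470 bp downstream of the MANE start site. The authors' peak caller gave the peak a fold enrichment of 16.0 in replicate 1 and 38.7 in replicate 2, and the peak ranked 634 and 495 by q-value within the lists of its own library. Neither p52 library of untreated cells had a peak within 15 kb of the MANE start site. No p52 library of control cells had a peak within 5000 bp of it. Other annotated *ETS1* start sites lie further into the gene, such as that at 128522310, outside this window. No list of RNA polymerase II (RNA Pol II) peaks held a peak at the MANE start site, so its use in these cells is not shown. A further p52 peak, from 128575962 to 128576290, was called only in replicate 2 of TWEAK-treated cells. The reference sequence around the shared summit, from 128580063 to 128580113, is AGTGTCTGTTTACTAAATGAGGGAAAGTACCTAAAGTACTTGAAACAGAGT on the plus strand. The sequence AGGAAG, a form of the ETS core, was read on either strand. It occurs from 128579968 to 128579973, where the plus strand reads CTTCCT, within the peak of both replicates. It also occurs from 128579867 to 128579872, within the longer peak of replicate 2 alone. No ETS1 peak was listed in this region in any of the ETS1 libraries.

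**Figure D1:**
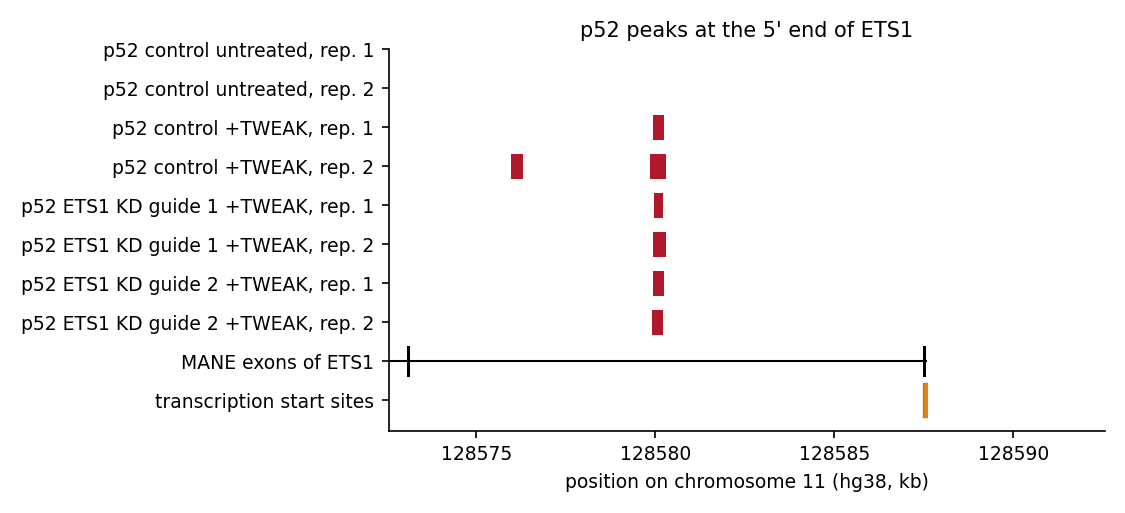
p52 peaks at the start of the *ETS1* gene on chromosome 11 (hg38), with the position in kb on the horizontal axis. Each line is a p52 ChIP-seq library, the boxes are peaks as deposited, and the lower lines show the exons and start sites of *ETS1*, with the MANE start site in orange. The peak with its summit at 128580088 was listed in both libraries of TWEAK-treated control cells and in neither library of untreated cells.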

Interestingly, we detected the enrichment of p52 at the *ETS1* promoter upon TWEAK stimulation (Fig. 1a). Consequently, TWEAK-induced p52 activation resulted in the upregulation of ETS1 expression (Fig. 1b, Supplementary Fig. 6). We further confirmed this effect through CRISPR-mediated knockdown (KD) of *NFKB2* which inhibited TWEAK-induced upregulation of ETS1 (Supplementary Figs. 2 and 9).

**Fig. 1:**
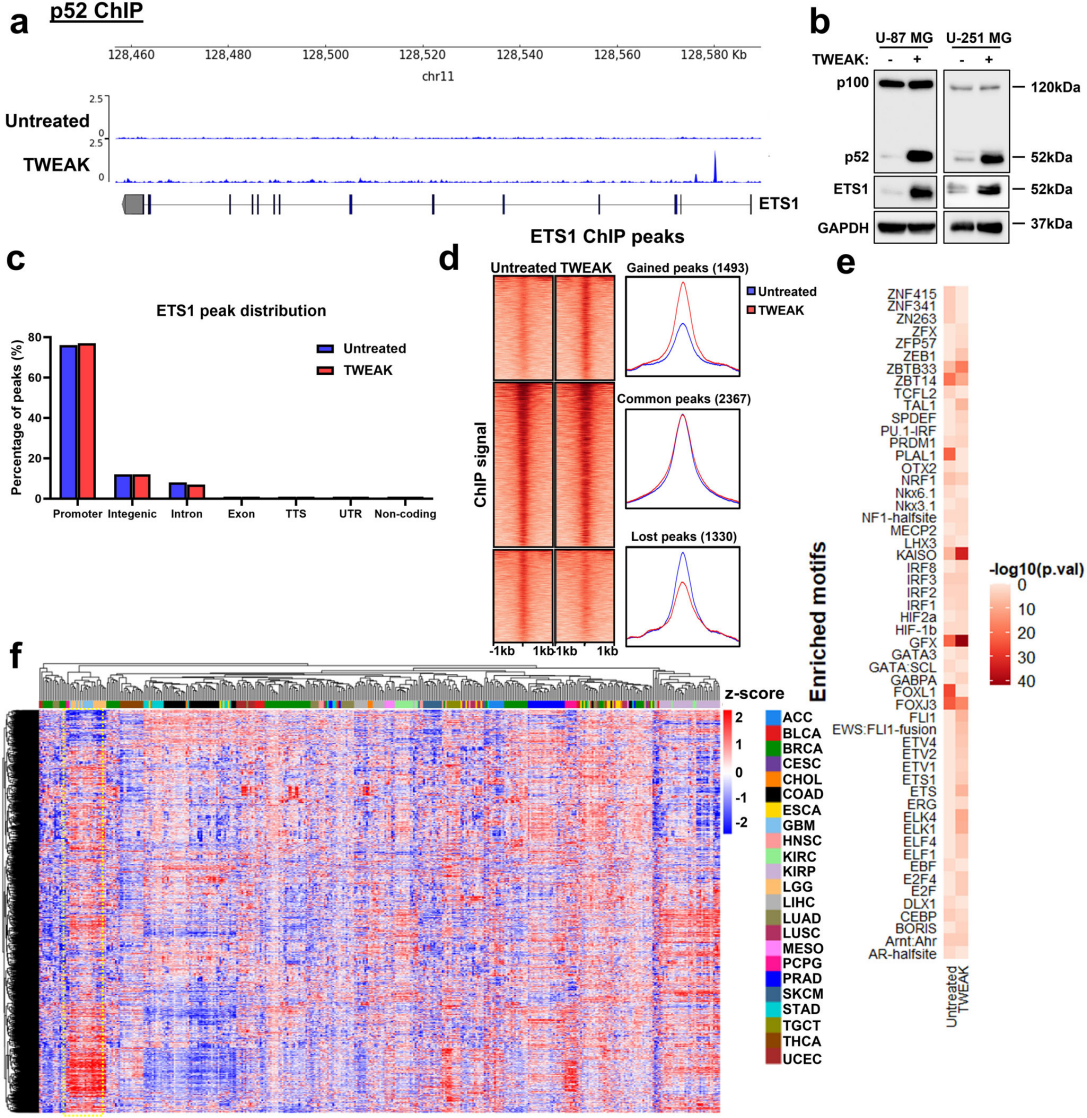
p52 activation remodels ETS1 DNA binding dynamics in glioma cells. **a** Genome browser view of *ETS1* gene locus and p52 ChIP-seq tracks in untreated and TWEAK-treated U-87 MG cells. Following TWEAK activation, p52 binds to the *ETS1* promoter. **b** ETS1 protein expression analysed by western blotting when NF-κB/p52 is activated via TWEAK exposure in glioma cell lines. **c** Genomic distribution of ETS1 DNA binding peaks in untreated and TWEAK-treated U-87 MG cells. **d** DNA binding dynamics of ETS1 in untreated and TWEAK-treated U-87 MG cells. Signal intensity across each region (±1 kb) is represented as a heatmap, and the average log2 fold change in signal of gained, lost or common ETS1 peaks following TWEAK treatment is displayed at the right. **e** Heatmap representation of the enriched ETS1 motifs in U-87 MG cells with and without TWEAK-induced NF-κB/p52 activation. **f** Heatmap depicting the chromatin accessibility signal at ETS1 regions following TWEAK activation in TCGA Pan-cancer ATAC-seq dataset. ATAC-seq signals of glioma patient samples (LGG—Brain Lower Grade Glioma, GBM—Glioblastoma multiforme) are marked in the yellow dotted box. TCGA study abbreviations can be found at https://gdc.cancer.gov/resources-tcga-users/tcga-code-tables/tcga-study-abbreviations.

Although p52 activation elevated ETS1 levels, it had little effect on both the number and distribution of ETS1 ChIP-seq peaks (Supplementary Fig. 1, Fig. 1c). However, we observed a distinct shift in the genomic binding landscape of ETS1 following TWEAK treatment (Fig. 1d). 

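The distribution was measured as the share of ETS1 sites whose centre lay between 1000 bp upstream and 100 bp downstream of an annotated start site. In untreated cells, 689 sites were at promoters (43.3%, exact 95% binomial confidence interval 40.9 to 45.8%), and in TWEAK-treated cells 1013 sites were (51.1%, interval 48.9 to 53.4%). These intervals cover counting error only, as sites are not replicates. Introns held 16.5% of the sites in untreated and 17.0% in TWEAK-treated cells, other exons held 10.9% and 10.3%, and intergenic regions held 29.3% and 21.6%. To see the spread between replicates, the same share was taken for the strongest peaks of each library, in numbers equal to the shortest list. It was 43.3% and 42.6% in the untreated replicates and 51.1% and 50.1% in the TWEAK-treated replicates, so the lowest treated library lay 6.87 points above the highest untreated library while the replicates differed by 0.678 and 0.920 points. An exact permutation test of 2 against 2 libraries cannot reach a p-value of 0.05. The definition of a promoter moved these shares the most. With a window from 2000 bp upstream to 500 bp downstream, 60.3% of the sites were at promoters in untreated and 67.4% in TWEAK-treated cells.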

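Of the ETS1 sites found in both replicates after TWEAK treatment, 776 overlapped no such site in untreated cells (gained) and 1205 did (common). A further 407 sites of untreated cells overlapped none in TWEAK-treated cells (lost). Most of the sites in the differential groups still had a peak in a single library of the other condition, which was the case for 554 gained sites (71.4%) and 257 lost sites (63.1%). The overlap between replicates gives the baseline for this shift. When each library was reduced to its strongest peaks in equal numbers, the median share of peaks that overlapped another library was 63.4% between replicates of a condition (59.9 to 63.7%) and 60.4% between conditions (57.3 to 63.8%), and the ranges overlapped. Gained sites moved the most, to 222, when no untreated library was allowed a peak. Leaving out a library gave 271 gained sites without untreated replicate 2 and 2174 without TWEAK replicate 2. For lost sites it gave the largest change, with 264 sites without TWEAK replicate 2 and 2656 without untreated replicate 2. Gained sites were at promoters in 58.8% of cases, common sites in 46.2% and lost sites in 37.3%. The paper reports that the binding landscape of ETS1 shifts after TWEAK treatment while the number and distribution of peaks change little.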

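Consensus sequences were searched on both strands in the 200 bp around the strongest summit of each ETS1 site, since the programs of the original motif analysis were not used here. The sequence CTTCCGG, the core shared by the ELK1, ELK4 and FLI1 consensus sequences, was present at 92 gained sites (11.9%) and 13 lost sites (3.19%). The odds ratio was 4.08, with an adjusted p = 8.4e-07 from the 2-sided Fisher's exact test with Benjamini-Hochberg adjustment over 6 consensus sequences. It was present at 69 common sites (5.73%), so that gained sites also carried it more often than common sites (odds ratio 2.21, adjusted p = 1.1e-05 from the same exact test). Taking the strongest peaks of each library in equal numbers, the sequence was found at 5.13% and 5.47% of peaks in the untreated replicates and at 9.78% and 8.52% in the TWEAK-treated replicates. AGGAAG, called the general ETS core here, is only a form of the ETS core. It leaves out CTTCCGG, which reads CCGGAAG on the other strand, so it does not measure ETS sequences as a whole. AGGAAG was present at 16.5% of gained and 20.9% of lost sites, which is not a difference past the threshold (odds ratio 0.748, adjusted p = 0.134 from the same exact test). The odds ratio of CTTCCGG against lost sites moved the most when a library was left out, from 2.72 without untreated replicate 1 to 6.31 without TWEAK replicate 2. Against common sites it was lowest over whole sites, at 1.44 (adjusted p = 0.0092, same exact test). Against lost sites, the odds ratio of the general ETS core rose to 1.01 over whole sites, to 1.02 over 400 bp and to 1.01 without untreated replicate 2, and was 0.688 without untreated replicate 1, so no direction can be given for it. Against common sites it was 0.925, and 0.739 over whole sites, with the core less frequent at gained sites (adjusted p = 0.00397, same exact test). It was 1.16 over 400 bp and 1.18 with sites of either replicate, so no direction can be given there either. These tests treat sites as units and describe these lists of sites, since sites are not replicates.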

Further analysis of these differential sites revealed the increased enrichment of motifs for other ETS TFs such as FLI1, ELK4 and ELK1 (Fig. 1e), which have been implicated in cancer progression, following TWEAK-induced p52 activation^22–24^. These TFs were also among the most highly expressed ETS factors in glioma patients (Supplementary Fig. 3). 

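For non-ETS factors, the palindromic KAISO consensus TCTCGCGAGA was found at 20 gained ETS1 sites (2.58%) and 3 lost sites (0.737%). The odds ratio was 3.56, and the p = 0.0278 of the 2-sided Fisher's exact test became 0.0833 after adjustment over the consensus sequences. KAISO sequences were present at 24 common sites (1.99%), which gave an odds ratio of 1.30 for gained against common sites (adjusted p = 0.65, same exact test). The ZEB1 E-box CAGGTG occurred at 13.3% of gained, 13.5% of lost and 12.6% of common sites (odds ratio 0.98 against lost sites, adjusted p = 0.928 from the same exact test). With ETS1 sites found in either replicate, the odds ratio of KAISO against lost sites was 6.18 and passed the threshold (adjusted p = 3.9e-05, same exact test). Leaving out a library leaves a condition with 1 list, so only the odds ratio is given. It was 1.38 without TWEAK replicate 2 and 5.99 without TWEAK replicate 1. Against common sites the odds ratio of KAISO fell to 0.958 with sites of either replicate (adjusted p = 0.964, same exact test) and was 0.908 without TWEAK replicate 2, so no direction can be given there. The odds ratio of ZEB1 lay above 1 over whole sites (1.04), over 400 bp (1.30), without untreated replicate 1 (1.15) and without TWEAK replicate 2 (1.30), so no direction can be given for ZEB1. Against common sites it was 1.06, and over whole sites it was 0.793, with ZEB1 less frequent at gained sites (adjusted p = 0.027, range over the settings with all libraries 0.027 to 0.964, same exact test). Over 400 bp it was 1.22. The fall over whole sites was not specific to ZEB1. The general ETS core (0.739), κB (0.626) and AP-1 (0.468) sequences fell there too (adjusted p from 0.00397 to 0.00967, same exact test). CTTCCGG (1.44) and KAISO (1.11) stayed above 1.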

We also observed the enrichment of motifs for non-ETS factors, including KAISO and ZEB1, that have been documented to mediate the tumorigenic progression of gliomas^25,26^. This suggested that the p52-driven augmentation of ETS1 genomic binding may increase the co-association and cooperativity between ETS1 and different transcriptional co-activators that are overexpressed in gliomas. These changes in the ETS1 DNA binding dynamics may potentially enhance the transcription of various new target genes, which can promote cancer progression.

To gain molecular insights into the relevance of the TWEAK-induced ETS1 genomic profiles in gene regulation, we interrogated the TCGA pan-cancer ATAC-seq dataset^27^. Chromatin accessibility promotes TF occupancy and the activity of DNA regulatory elements, which is crucial for gene transcription. When dysregulated in cancers, it can result in the overexpression of oncogenes through the remodelling of enhancer signatures^28^, pioneer factor-driven de novo enhancer formation^29^ and/or chromosomal topology disruption^30^. Among the 23 cancers within the TCGA ATAC-seq dataset, we found that the regions of accessible DNA which overlapped p52-activated ETS1 binding sites were highly enriched and specific to glioma patients (Fig. 1f). Collectively, these findings demonstrate that p52 activation drives a glioma-specific alteration in the genomic landscape of ETS1 that is enriched in accessible chromatin. Such DNA binding dynamics can promote the co-association of ETS1 with other oncogenic TFs to drive cancer-specific gene transcription.

### p52-activated ETS1 alters the transcriptomic landscape in glioma

To further examine the transcriptional activities driven by TWEAK-induced p52 activation in gliomas, we performed ChIP-seq using RNA polymerase II (RNA Pol II) antibody in U-87 MG cells treated with and without TWEAK. 

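RNA Pol II ChIP-seq covered 8 libraries, 2 each of untreated control cells, TWEAK-treated control cells and TWEAK-treated cells with *ETS1* KD or *NFKB2* KD, both made with guide 1 of the 2 guides for each gene. The peaks were called by the authors as for p52 and ETS1, and the deposited values are again a list of peaks for each library with the authors' fold enrichment and −log10 q-value. In control cells the lists held 24848 and 38307 peaks without TWEAK and 44672 and 27056 peaks with TWEAK. The *ETS1* KD lists held 24710 and 29785 peaks and the *NFKB2* KD lists 30310 and 11175 peaks. The signal per site that a differential binding analysis needs was not analysed here. Instead, a site was called gained when both TWEAK libraries of control cells had a peak there and neither untreated library did, and lost when the reverse held. Such calls depend on which sites pass the peak caller's threshold in each library, and a site with a changed signal that keeps its peak is not counted. The replicates shared 12567 sites in untreated control cells, 15042 in TWEAK-treated control cells, 13308 in *ETS1* KD cells and 7904 in *NFKB2* KD cells.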

Differential binding analysis revealed that p52 activation alters the recruitment of RNA Pol II genome-wide, leading to its significant upregulation at 412 sites and significant downregulation at 456 regions. 

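By peak presence, 1350 RNA Pol II sites were gained and 903 were lost after TWEAK treatment, while 9000 sites had a peak in all 4 libraries of control cells. Promoters held 20.7% of the gained, 12.6% of the lost and 57.7% of the shared sites. The rule on replicates moved the numbers the most. With a peak in either TWEAK library as the criterion there were 27312 gained and 20872 lost sites, and with peaks of a −log10 q-value of at least 5 there were 458 and 226. Leaving out a library gave between 1891 gained sites, without untreated replicate 1, and 22061, without TWEAK replicate 2. At equal numbers of the strongest peaks, a median of 54.0% of peaks (47.5 to 61.0%) overlapped the other replicate of their condition and 57.9% (47.9 to 64.6%) overlapped a library of the other condition. From the sites with a changed signal in its own differential binding analysis, the paper concludes that p52 activation alters the recruitment of RNA Pol II genome-wide.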

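An ETS1 site found in both TWEAK replicates overlapped 28 of the gained RNA Pol II sites (2.07%, exact 95% binomial confidence interval 1.38 to 2.98%). Among the RNA Pol II sites present in all 4 control libraries it overlapped 546 (6.07%, interval 5.58 to 6.58%). The odds ratio of gained against shared sites was 0.328 (p = 4.5e-11, 2-sided Fisher's exact test over sites). When shared sites were drawn to match the gained sites in peak rank, a mean of 2.76% overlapped ETS1 (95% of draws between 1.93 and 3.63%), and 6.38% of 10000 draws gave a share as low as that of the gained sites. The share moved the most when a library was left out, between 0.685% without TWEAK replicate 2 and 4.07% without untreated replicate 2. With ETS1 sites found in either replicate, 3.33% of the gained sites overlapped ETS1.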

Interestingly, we find that ETS1 is co-localised in approximately 20% of all upregulated RNA Pol II sites (Fig. 2a). 

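The gained RNA Pol II sites were then looked up in the KD libraries. Of these sites, 693 (51.3%) had no peak in either *ETS1* KD library and 844 (62.5%) had none in either *NFKB2* KD library. The same share was 5.34% and 5% for the sites present in all 4 control libraries. Taken singly, the *ETS1* KD replicates lacked a peak at 68.0% and 62.7% of the gained sites and the *NFKB2* KD replicates at 64.4% and 94.9%, where the highest value belongs to the shortest list. Gained sites had weaker peaks than the shared sites. When shared sites were drawn 10000 times to match the gained sites in rank, a mean of 22.0% lacked a peak in *ETS1* KD and 23.8% in *NFKB2* KD cells, and none of the draws reached the observed shares. Leaving out a KD library, as in these single values, moved the shares the most. With the strongest peaks of each library in equal numbers, they were 40.3% for *ETS1* KD and 42.2% for *NFKB2* KD. The 2 KDs were not tested against each other at these sites. For comparison with the other direction, sites present in both *ETS1* KD libraries and neither untreated library lacked a peak in TWEAK-treated control cells in 43.5% of cases at equal numbers, and those of *NFKB2* KD in 39.4%.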

We further verified that the p52-driven ETS1 binding dynamics is crucial for the maintenance of these upregulated RNA Pol II regions as TWEAK-driven RNA Pol II recruitment was abolished with CRISPR/Cas9-mediated knockdown of *NFKB2* and *ETS1* expression (Fig. 2b). These results demonstrate that the p52-induced ETS1 genomic landscape regulates the recruitment of the transcriptional machinery in glioma cells.

**Fig. 2:**
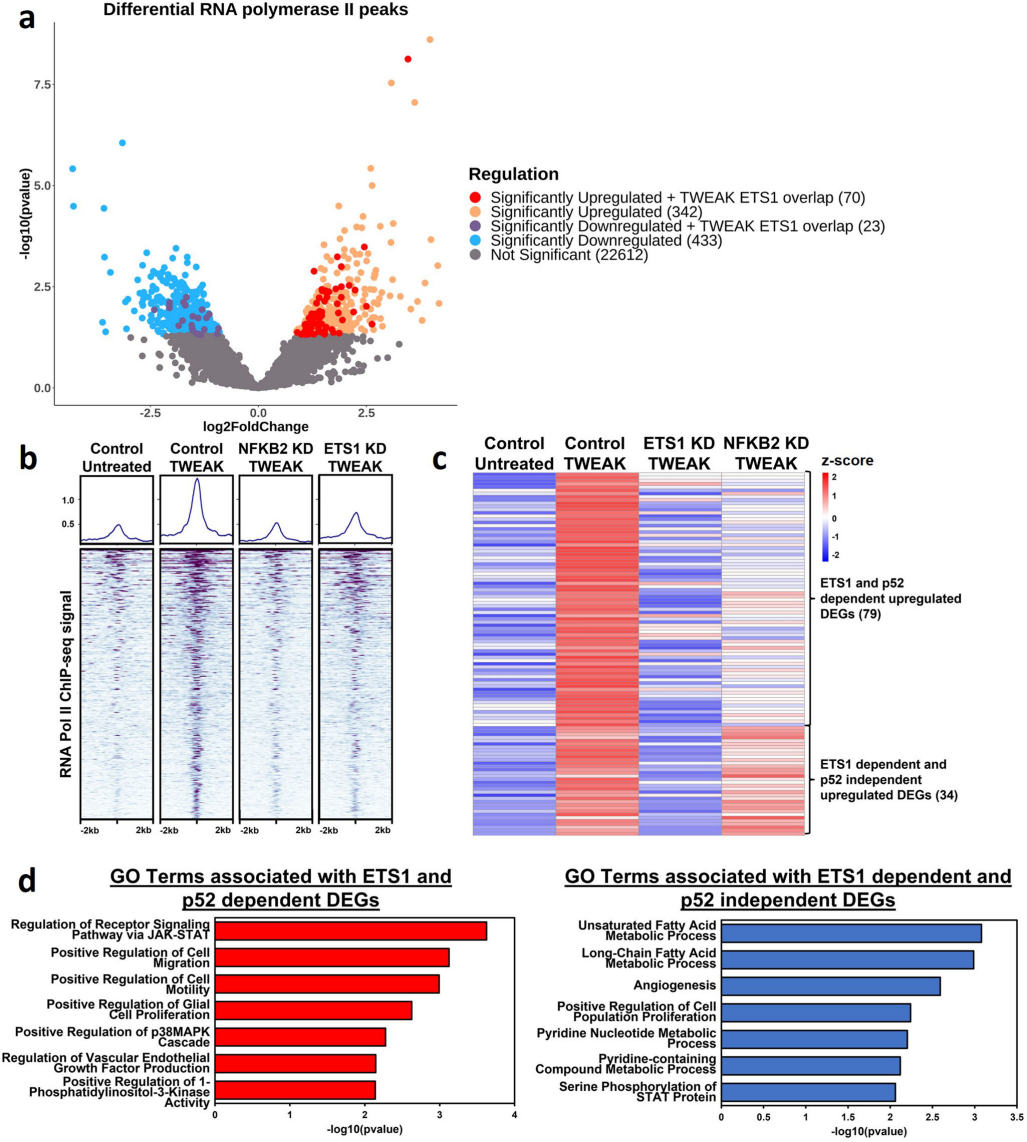
p52-driven ETS1 alters RNA polymerase II recruitment and the transcriptomic landscape of glioma cells. **a** Volcano plot depicting differential RNA polymerase II binding following NF-κB/p52 activation and those bound by ETS1. **b** DNA binding heatmap of the significantly upregulated RNA polymerase II sites following NF-κB/p52 activation and the effect of *NFKB2* and *ETS1* KD. **c** Heatmap depicting ETS1-dependent, significantly upregulated genes following NF-κB/p52 activation. **d** Bar chart depicting enriched GO terms from significantly upregulated ETS1 and p52-dependent differentially expressed genes (DEGs) as well as ETS1-dependent and p52-independent DEGs.

Following this, we performed RNA-seq to profile the target genes that are transcriptionally regulated by p52-activated ETS1. This revealed that TWEAK treatment led to the upregulation of 113 ETS1-dependent differentially expressed genes (DEGs). Among them, 79 were also dependent on p52, indicating that these genes are driven by p52-induced ETS1, while 34 were upregulated independent of p52 (Fig. 2c). 

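RNA-seq covered 4 groups of 3 replicates each, namely untreated control cells, TWEAK-treated control cells, and TWEAK-treated *ETS1* KD and *NFKB2* KD cells, where the KDs used guide 1. Polyadenylated RNA was sequenced, and the authors mapped the reads to hg38 with STAR and counted them per gene with featureCounts. The deposited values are these counts for 62696 genes, without normalisation. The total count per library was between 28384201 and 31894614 in untreated cells (median 31192292), between 28484556 and 40192606 in TWEAK-treated control cells (median 35816283), between 34358255 and 36200067 in *ETS1* KD cells (median 34792805), and between 31843189 and 36033520 in *NFKB2* KD cells (median 34447497). The most abundant gene, *VIM*, took between 0.927% and 1.68% of the counts. The 16879 genes kept by edgeR's expression filter were normalised by its TMM method and tested with its quasi-likelihood test over all 12 libraries. The strand setting of the counting is not stated in the paper's text, so values of genes with an overlapping antisense gene are uncertain. Expression is given as CPM, the counts of a gene scaled by the normalised library size. The targeted genes were read first. *NFKB2*, on chromosome 10 from 102394110 to 102402524, had 56.9 ± 8.77 CPM (SD, n = 3) in untreated cells, 290.0 ± 55.4 with TWEAK, 239 ± 32.3 with TWEAK and *ETS1* KD, and 91.0 ± 14.7 with TWEAK and *NFKB2* KD. Its log2 fold change was 2.35 with TWEAK (standard error 0.18, adjusted p = 2.92e-05) and -1.67 in *NFKB2* KD (standard error 0.176, adjusted p = 0.00339, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *ETS1*, which overlaps an antisense gene, had 42.8 ± 1.99 CPM (SD, n = 3) in untreated cells, 77.5 ± 8.70 with TWEAK, 33.0 ± 4.78 with *ETS1* KD and 60.4 ± 10.1 with *NFKB2* KD. Its log2 fold change was 0.86 with TWEAK (standard error 0.148, adjusted p = 0.0076) and -1.23 in *ETS1* KD (standard error 0.149, adjusted p = 0.00112, same edgeR test). In *NFKB2* KD cells the log2 fold change of *ETS1* was -0.36 (standard error 0.147), with an unadjusted p of 0.0296 and an adjusted p of 1 from the same edgeR test. For each of these changes in the targeted genes and of *ETS1* in *NFKB2* KD, the 3 libraries of one group lay on one side of the 3 of the other, for which the smallest p that an exact permutation test allows is 0.1.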

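At an adjusted p under 0.05, TWEAK changed 520 genes in control cells, 261 higher and 259 lower, and 2476 genes had an unadjusted p under 0.05. Against TWEAK-treated control cells, *ETS1* KD changed 234 genes, 43 higher and 191 lower. *NFKB2* KD changed 5 genes, 1 higher and 4 lower, with 660 genes at an unadjusted p under 0.05. The number for TWEAK moved the most without TWEAK replicate 3, to 171 genes, and was 1173 with a correction of each library for GC content and transcript length, which was chosen after seeing the data. For *ETS1* KD, leaving out a library gave 102 genes, without *ETS1* KD replicate 3, to 148, without TWEAK replicate 1. Among the genes highest with TWEAK, *BIRC3* rose from 3.34 ± 1.29 to 174 ± 25.6 CPM (SD, n = 3), a log2 fold change of 5.71 (standard error 0.418, adjusted p = 2.92e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *MMP9* and *NFE2L3* had no counts in untreated cells and were at least 55.9-fold and at least 19.4-fold higher with TWEAK. *SLAMF8* had 2 counts in untreated and 423 in TWEAK-treated cells, a ratio of 190 with a 95% counting interval of 52.2 to 1570. With the thresholds of the paper's methods, an unadjusted p of at most 0.05 and a fold change of at least 1.5, 557 genes were raised by TWEAK and 763 were lowered in *ETS1* KD cells. Both held for 97 genes (17.4% of the raised genes), the ETS1-dependent genes. As both comparisons use the same TWEAK-treated control libraries, some overlap arises without any effect of the KD. Over 20 sets of simulated counts with an unchanged *ETS1* KD, a mean of 37.2 genes met both criteria (range 25 to 55). Leaving out a library gave between 64 genes, without TWEAK replicate 3, and 110, without TWEAK replicate 1. With an adjusted p in both comparisons there were 17 genes. With DESeq2, the program the paper names, 84 genes met the unadjusted thresholds and 25 had an adjusted p in both comparisons.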

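Among the 97 genes, 38 (39.2%, exact 95% binomial confidence interval 29.4 to 49.6%) were also lowered in *NFKB2* KD cells at the same thresholds and 59 (60.8%) were not. Simulated counts with an unchanged *NFKB2* KD gave a mean share of 16% (range 6.49 to 21.7%), again because the control libraries are shared. When TWEAK and *ETS1* KD were also left without effect, the mean was 35.4% (range 10.3 to 58.3%), but 184 genes were raised by TWEAK (range 155 to 206) against the 557 observed. With an adjusted p as the criterion, none of the 17 ETS1-dependent genes was p52-dependent with edgeR, and 5 of the 25 of DESeq2 were. Leaving out a library gave between 26.7%, without *NFKB2* KD replicate 2, and 51.1%, without TWEAK replicate 2. In direction, 91 of the genes (93.8%) were lower in *NFKB2* KD than in TWEAK-treated control cells, including 53 of the p52-independent genes, against 77.8% in the simulated counts (range 71.2 to 84.9%) and 92.2% (range 80 to 100%) when no group had an effect. The median log2 fold change in *NFKB2* KD cells was -1.03 for the p52-dependent and -0.44 for the p52-independent genes. The difference between the KDs was tested directly, and 11 of the p52-independent genes differed between *ETS1* KD and *NFKB2* KD at an adjusted p under 0.05 and 29 at an unadjusted p of at most 0.05. Of the ETS1-dependent genes past an adjusted p of 0.05 in both comparisons, *CCL3* rose the most, with a log2 fold change of 3.25 (standard error 0.341) with TWEAK, -1.33 (0.291) in *ETS1* KD and -1.40 (0.291) in *NFKB2* KD. *CCL3* has close copies between which reads can be split and overlaps an antisense gene, so its value is uncertain. *SLCO2B1* had a log2 fold change of 2.54 with TWEAK and -1.90 in *ETS1* KD (standard errors 0.259 and 0.244, adjusted p = 0.000249 and 0.00172 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *NFKB2* KD it was 0.38 (standard error 0.22), and the KDs differed by -2.28 (standard error 0.243, adjusted p = 0.000926, same edgeR test). *CXCL2* changed by 2.04 with TWEAK, -1.40 in *ETS1* KD and -1.06 in *NFKB2* KD, where its unadjusted p of 0.000779 became 0.409 after adjustment in the same edgeR test. *OLAH* and *TTC29* changed by -2.67 and -2.60 in *ETS1* KD and by -0.72 and -1.04 in *NFKB2* KD. *OLAH*, *SLCO2B1*, *CCL3* and *TTC29* had less than 10 CPM in each group. As the first group of genes falls in both KDs, the paper reasons that it is driven by p52-induced ETS1, and it sets the second group apart as independent of p52.

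**Figure D2:**
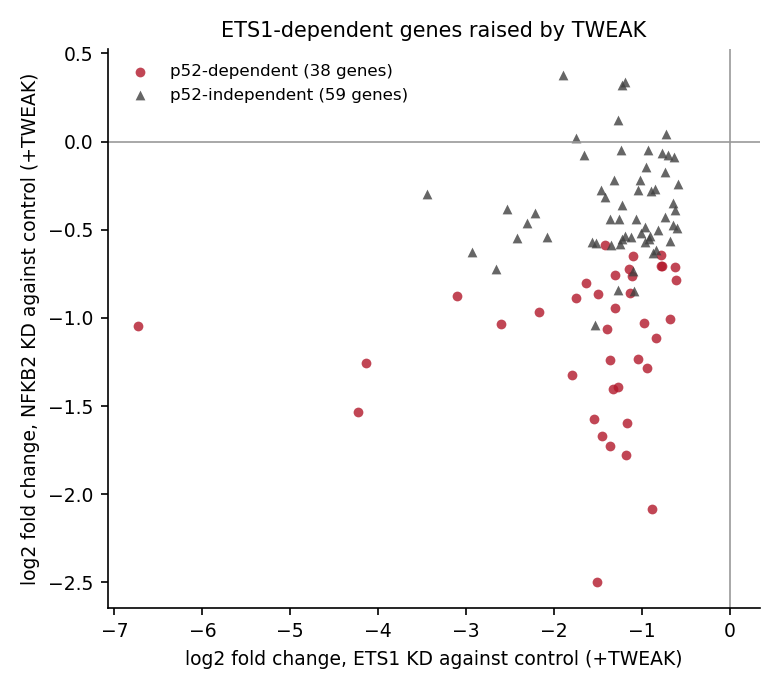
Log2 fold change of the ETS1-dependent genes in *ETS1* KD (horizontal axis) and *NFKB2* KD (vertical axis), each against TWEAK-treated control cells, where each symbol is a gene. The 38 p52-dependent genes are circles and the 59 p52-independent genes are triangles, and most of the triangles lie below 0 on the vertical axis.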

Next, we performed gene ontological analysis on these two groups of upregulated DEGs. This analysis showed that both groups of DEGs shared enrichment of similar biological processes relating to cell proliferation and JAK-STAT pathway activation. Intriguingly, the ETS1 and p52-dependent DEGs were specifically enriched for terms associated with cell migration, VEGF production and MAPK activation (Fig. 2d), which drive glioma development and progression^31–33^. 

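The ETS1 sites were set beside the expression data. Of the ETS1-dependent genes, 7 (7.22%, exact 95% binomial confidence interval 2.95 to 14.3%) had an ETS1 site of both TWEAK replicates within 1000 bp of a start site, namely *ADAMTS1*, *ALOXE3*, *BCL11B*, *FGF18*, *MSC*, *NRCAM* and *SLC7A5*. Among the other tested genes, 1405 (8.37%) had one. The odds ratio was 0.851 (p = 0.854, 2-sided Fisher's exact test over genes). The ETS1-dependent genes were expressed at a lower level, and 10000 draws of other genes matched on mean expression gave a mean of 7.04%, with 95% of the draws between 2.06 and 12.4%. With ETS1 sites found in either replicate, the setting that moved the odds ratio the most, it was 0.528 (p = 0.0612, same exact test). For genes with a gained ETS1 site at a start site, the median log2 fold change with TWEAK was 0.01, against 0.02 for the other tested genes. The camera gene set test of limma with a preset correlation gave adjusted p-values of 0.926 for gained, 0.501 for common and 0.773 for lost sites. No set was past the threshold of 0.05 with fry or with an estimated correlation either.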

Taken together, these findings demonstrate the role of p52-induced ETS1 genomic binding in the transcriptional activation of distinct target genes that are critical for glioma progression.

### p52-induced ETS1 expression drives glioma invasion and cell proliferation

To functionally validate the role of p52-activated ETS1 in glioma progression, we targeted *NFKB2* and *ETS1* expression in U-87 MG and U-251 MG cells using CRISPR-Cas9 gene editing tools and verified their downregulation through western blotting (Supplementary Figs. 2, 4, 9 and 10). Here, we found that TWEAK-induced non-canonical NF-κB activation resulted in the increased proliferation and invasion of both glioma cell lines (Fig. 3a, b). However, these phenotypes were abolished following the loss of NFKB2 or ETS1 expression (Fig. 3a, b). We further confirmed the p52-driven tumorigenic effects in vivo whereby TWEAK overexpression significantly increased the growth of U-87 MG tumour xenografts, but this was reduced by CRISPR/Cas9-mediated knockdown of NFKB2 or ETS1 (Fig. 3c, d, Supplementary Fig. 5). Taken together, these observations demonstrate that TWEAK-induced p52 activation promotes glioma progression through enhanced ETS1 expression and remodelling of its genomic landscape, which is highly enriched at the over-accessible chromatin of glioma patients.

**Fig. 3:**
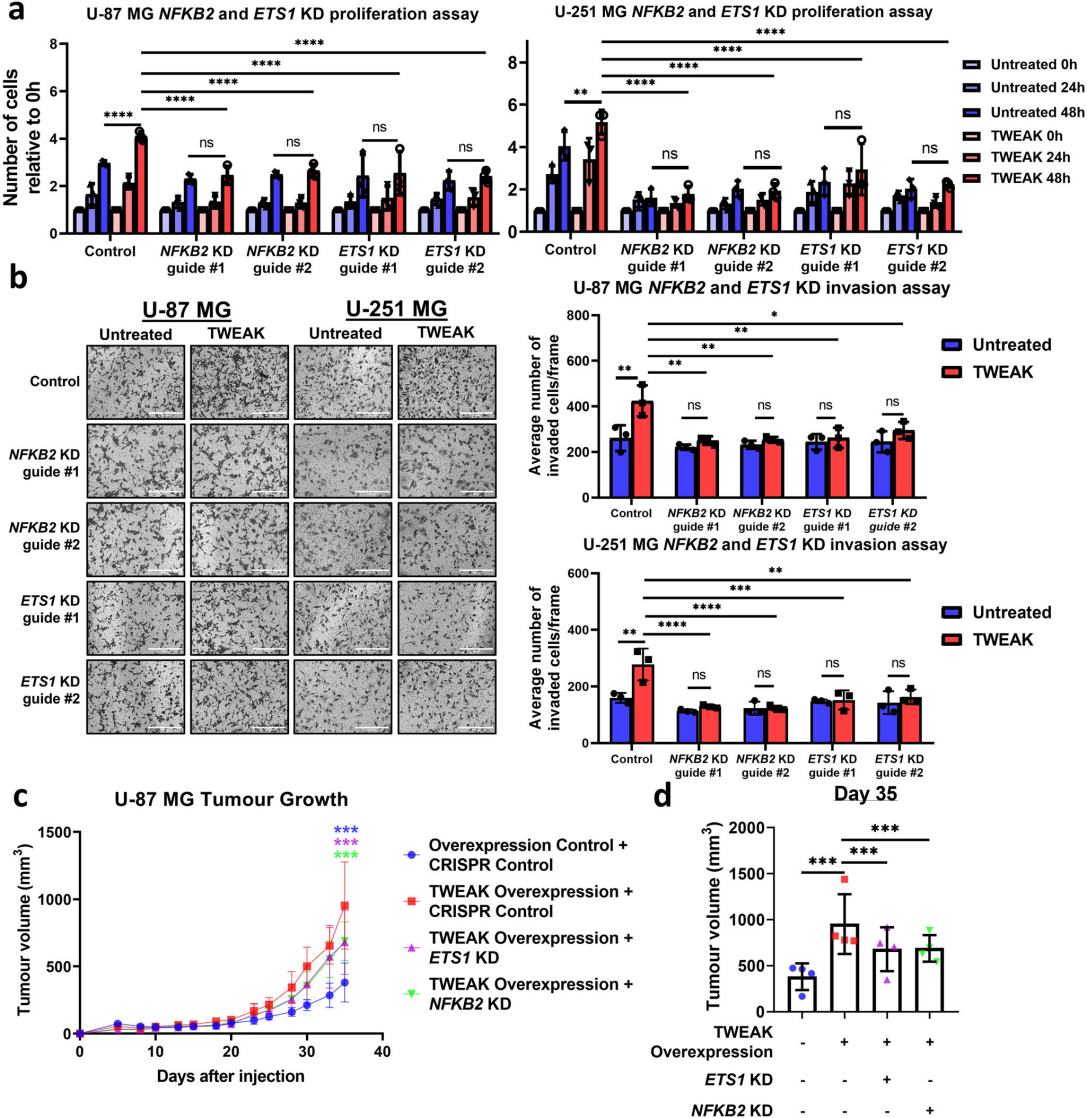
p52 drives the invasion and proliferation of glioma cells through ETS1. **a** Proliferation assay plot depicts the average number of cells counted relative to 0 h (mean ± s.d) in U-87 MG and U-251 MG *NFKB2* and *ETS1* KD cells with and without TWEAK-induced NF-κB/p52 activation. The data shown represent *n* = 3 biological replicates. **b** Transwell invasion assay was performed in U-87 MG and U-251 MG *ETS1* KD cells with and without TWEAK treatment. Representative images from *n* = 3 biological replicates are shown. Scale bars: 400 µm. Representative plots depict the average number of invaded cells (mean ± s.d) across five fields. Representative plots depicting the average tumour volume (mean ± s.d) of U-87 MG cells injected into mice that express either CRISPR control, *NFKB2* KD or *ETS1* KD and overexpression control or TWEAK **c** over 35 days and **d** on day 35. The data shown represent *n* = 4 mice. Two-way ANOVA was used for all statistical analyses where *P < 0.05; **P < 0.01; ***P < 0.001.

### ETS1 is crucial for the maintenance of p52 DNA binding

ETS1 can physically interact with various TFs such as Runx1, Pit-1 and HIF-2α where the DNA binding affinity of ETS1 or its binding partner is modulated^34–36^. As ETS1 also physically co-associates and cooperates with p52 in gliomas^6,18^, we sought to examine the role of p52-activated ETS1 expression in the genomic binding of p52. To investigate this, p52 ChIP-seq was performed on CRISPR control and *ETS1* KD U-87 MG cells following TWEAK-induced non-canonical NF-κB activation. 

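For this experiment, p52 ChIP-seq of TWEAK-treated cells with *ETS1* KD was done with each of 2 guide RNAs, with 2 replicates for each guide. The control libraries are those of TWEAK-treated control cells used above. The deposited lists were made in the same way and held 1387 and 3897 p52 peaks for guide 1 and 4252 and 3938 for guide 2. As read depth and signal per site are unknown, a p52 site of control cells was counted as lost when it overlapped no peak in any of the *ETS1* KD libraries. This rule keeps a site whose signal fell as long as a peak was still called, and it loses a weak site when fewer peaks are called in a library. The replicates of guide 1 shared 1305 sites and those of guide 2 shared 3068 sites.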

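Of the p52 sites found in both replicates of TWEAK-treated control cells, 319 (10.8%, exact 95% binomial confidence interval 9.75 to 12.0%) had no peak in any *ETS1* KD library. Taken singly, replicate 1 of guide 1 lacked a peak at 60.0% of these sites, its replicate 2 at 20.4%, and the guide 2 replicates at 21.0% and 20.6%, so the highest value rests on a single library with a short list. As a baseline, 17.6% of the p52 peaks of control replicate 1 were missing from replicate 2 and 74.5% of those of replicate 2 were missing from replicate 1. A control site needed a peak in both replicates, while a single peak in any *ETS1* KD library kept it. The share was higher when loss meant that neither guide had a site in both replicates. By that rule, 42.3% of the p52 sites that overlapped an ETS1 site of both TWEAK replicates and 24.9% of the others were lost. The rule on control replicates moved the share the most. Among the sites with a peak in either control replicate, 7251 (58.8%) had no peak in *ETS1* KD cells. The share was 76.5% for sites only in replicate 1 and 73.6% for sites only in replicate 2. With the strongest peaks of each library in equal numbers, it was 4.59% for sites in both replicates. In the other direction, 76 of 3149 sites found in both replicates of either guide overlapped no peak of control cells.

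**Figure D3:**
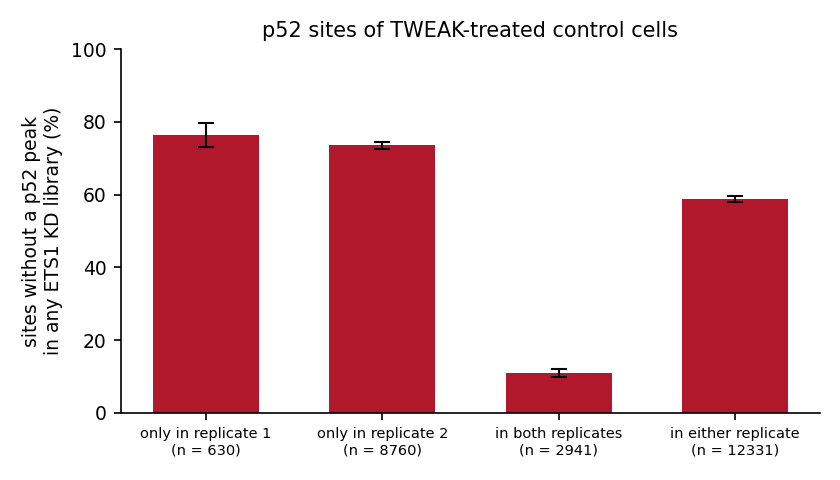
Percent of p52 sites of TWEAK-treated control cells with no p52 peak in any *ETS1* KD library, by the control replicates in which the site had a peak. Bars show the percent and error bars the exact 95% binomial confidence interval, and the bar for sites in both replicates is the lowest.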

In the absence of ETS1, we unexpectedly found that almost 60% of all p52 DNA binding sites were lost (Fig. 4a) while 34 binding sites were upregulated (too few sites to be effectively seen in the figure), indicating that ETS1 regulates genome-wide p52 binding. Furthermore, approximately 60% of the p52:ETS1 co-association sites were among the lost p52 sites (Fig. 4b, c), suggesting that p52 binds indirectly to the DNA through ETS1 at the genomic loci where both TFs cooperate. 

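An ETS1 site of both TWEAK replicates overlapped 163 of the p52 sites. Of these co-bound sites, 44 (27.0%, exact 95% binomial confidence interval 20.4 to 34.5%) were lost in *ETS1* KD cells, against 275 of the other p52 sites (9.90%, interval 8.81 to 11.1%). The odds ratio was 3.37 (p = 2.3e-09, 2-sided Fisher's exact test over sites). This direction depended on the rule for replicates. With sites found in either replicate, 436 of 781 co-bound sites (55.8%) and 59.0% of the other sites were lost (odds ratio 0.878, p = 0.084, same exact test). Without control replicate 1 the odds ratio was 0.631. Co-bound sites also had weaker p52 peaks, with a median rank percentile of 50.0 against 70.8 for the other sites. When other p52 sites were drawn to match them in rank, a mean of 27.8% was lost, and 65.0% of the draws lost as large a share as the co-bound sites. From the loss of p52 at sites shared with ETS1, the paper proposes that p52 binds indirectly to DNA through ETS1 where both TFs cooperate.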

We also noted that these co-localised regions only constitute a subset of all lost p52 binding sites, implying that ETS1 can also indirectly regulate and dictate p52 DNA binding through alternate mechanism(s).

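Of the lost p52 sites, 86.2% overlapped no ETS1 site found in both TWEAK replicates. The setting that moved this share the most, leaving out control replicate 1, gave 97.3%, and sites found in either replicate gave 94.0%. The κB consensus GGGRNWYYCC was present within 200 bp around the summit at 185 lost (58.0%) and 1930 kept p52 sites (73.6%), an odds ratio of 0.495 (adjusted p = 9.5e-08, 2-sided Fisher's exact test with Benjamini-Hochberg adjustment over the consensus sequences). The general ETS core was present at 23.2% of lost and 24.5% of kept sites (odds ratio 0.93, adjusted p = 0.812, same exact test).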

**Fig. 4:**
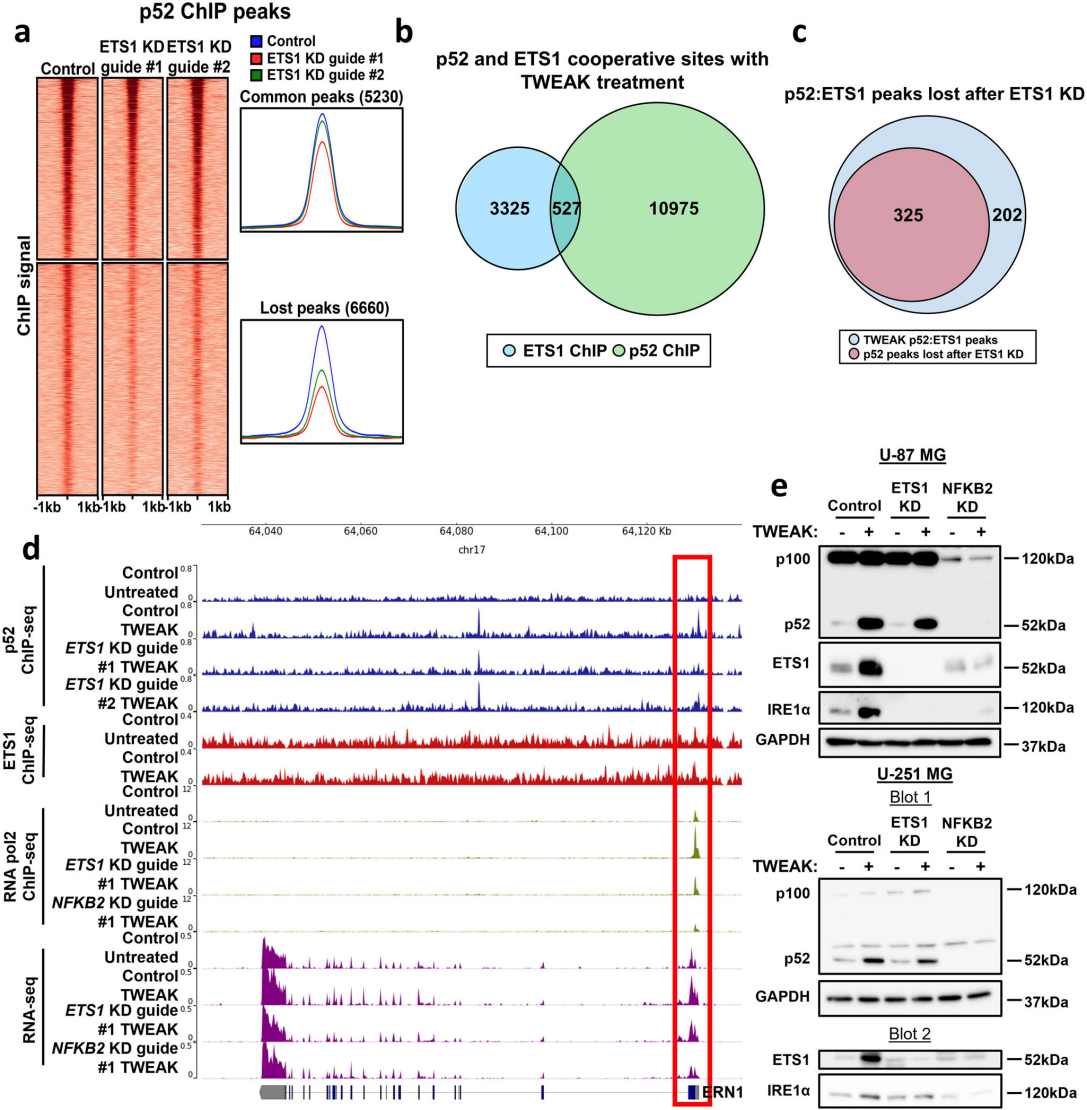
ETS1 regulates the genome-wide binding of p52. **a** DNA binding dynamics of p52 in TWEAK-treated U-87 MG cells following *ETS1* KD. Venn diagram depicting **b** the number of cooperative sites between p52 and ETS1, and **c** the number of p52:ETS1 co-binding sites lost following *ETS1* KD. **d** RNA-seq tracks and p52, ETS1 and RNA pol II ChIP-seq tracks at the *ERN1* promoter following NF-κB/p52 activation as well as *NFKB2* and *ETS1* KD. Genomic changes observed at the *ERN1* promoter are marked in a red box. GRCh38 assembly was used. **e** p100/p52, ETS1 and IRE1α protein expression analysed by western blotting in U-87 MG and U-251 MG cell lines following NF-κB/p52 activation as well as *NFKB2* and *ETS1* KD. The western blot involving U-251 MG cells was run over two blots at the same time and loaded with the same amount of protein. The proteins probed on each blot are indicated under Blot 1 and Blot 2.

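*ERN1* lies on the minus strand of chromosome 17 in hg38, from 64039080 to 64130819, and its MANE Select transcript starts at 64130144. None of the ETS1 lists, 2 of untreated and 2 of TWEAK-treated cells, held a peak within 15 kb of the MANE start site. The weakest peaks in these lists have q-values close to 0.1, so this says that no ETS1 enrichment at *ERN1* passed the threshold of the peak caller, not that signal is absent. The general ETS core, read as CTTCCT on the plus strand, occurs upstream of the MANE start site from 64130748 to 64130753.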

To validate the requirement of ETS1 in the maintenance of p52 binding at sites of cooperation, we selected the genomic locus of the *ERN1* gene, which encodes for Inositol-requiring transmembrane kinase/endoribonuclease 1α (IRE1α) as its promoter was bound by ETS1, independent of p52 activation. 

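At *ERN1*, replicate 2 of the TWEAK-treated control cells had a p52 peak from 64130612 to 64130996. Its summit at 64130774 lay upstream of the MANE start site by 630 bp, and the peak covered the start site of ERN1-207 at 64130819. The authors' peak caller gave it a fold enrichment of 9.97, and it ranked 3744 among the peaks of its list. Neither replicate 1 of the TWEAK-treated cells nor the untreated libraries had a p52 peak there, so this gain rests on a single library and cannot be set against replicate error. The sequence GGAATTCCCC, which matches the κB consensus, occurs from 64130768 to 64130777 at the summit. The reference around the summit, from 64130749 to 64130799, is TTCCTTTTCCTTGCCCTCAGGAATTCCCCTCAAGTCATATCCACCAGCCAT.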

During TWEAK-induced non-canonical NF-κB activation, p52 binding was found to be enriched at the *IRE1α* promoter. This was also accompanied by increased RNA Pol II recruitment and transcriptional activity. In contrast, repression of ETS1 diminished p52 enrichment at the *ERN1* promoter and abolished TWEAK-driven RNA Pol II recruitment and gene transcription. 

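An RNA Pol II peak covered the MANE start site of *ERN1* in each of the 8 RNA Pol II libraries. In control cells it reached from 64129869 to 64130897 and from 64129846 to 64130719 without TWEAK, and from 64129433 to 64131099 and from 64129554 to 64131050 with TWEAK. The authors' fold enrichment at the summit was 20.5 and 36.1 in the untreated and 85.8 and 53.1 in the TWEAK-treated libraries. Within its own list, the peak stood among the strongest 2.79% and 1.38% of peaks without TWEAK and among the strongest 0.752% and 1.01% with TWEAK. Fold enrichments of separate lists are not on one scale, so no test was made. In the RNA-seq data, *ERN1* had 10.9 ± 2.32 CPM (SD, n = 3) without and 18.2 ± 6.19 with TWEAK. The log2 fold change was 0.74 (standard error 0.24), and its unadjusted p of 0.0086 became 0.136 after adjustment in edgeR's quasi-likelihood test. The libraries of the groups overlapped (exact permutation test, p = 0.2). It passed the threshold with all genes with any count (log2 fold change 0.71, adjusted p = 0.00737, edgeR's quasi-likelihood test) and with a correction for GC content and transcript length chosen after the data were seen (0.72, adjusted p = 0.0204, same test), and the adjusted p lay between 0.00737 and 0.498 over all settings. It also passed with the replicate number as a block, although these numbers do not pair the libraries. Without TWEAK replicate 3 the log2 fold change was 0.44. *ERN1* overlaps antisense genes, and its counts are uncertain to that extent.

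**Figure D4:**
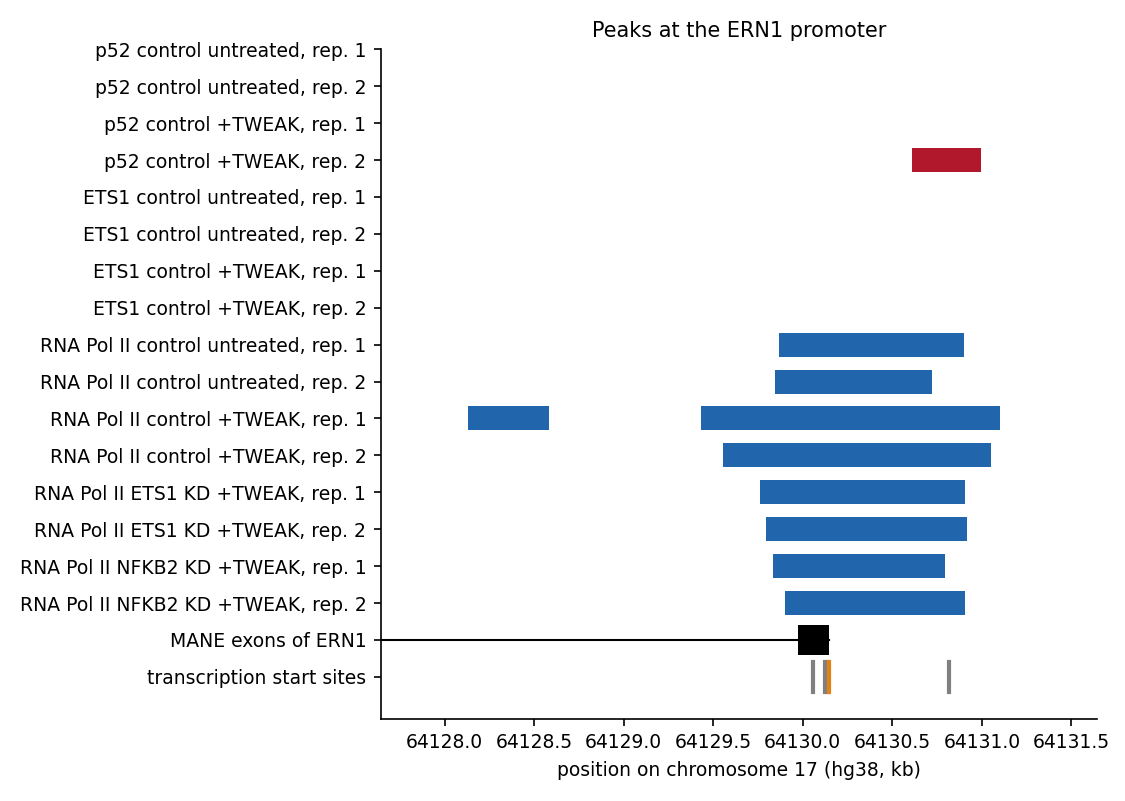
p52, ETS1 and RNA Pol II peaks at the start of the *ERN1* gene on chromosome 17 (hg38), with the position in kb on the horizontal axis. Each line is a library and the boxes are peaks as deposited. RNA Pol II peaks cover the MANE start site at 64130144 in each library, and a p52 peak appears in 1 library of TWEAK-treated control cells.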

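In *ETS1* KD cells, no p52 library of either guide had a peak at the *ERN1* start site, as was also the case for replicate 1 of the control cells. The RNA Pol II peak was still listed in both *ETS1* KD libraries, with fold enrichments of 40.1 and 37.9 given by the authors' peak caller, among the strongest 1.37% and 1.16% of the peaks of their lists. *ERN1* expression was 13.6 ± 2.13 CPM (SD, n = 3), a log2 fold change of -0.43 against TWEAK-treated control cells (standard error 0.238, adjusted p = 0.546 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, exact permutation p = 0.3). The lower mean was within the spread of the replicates.

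**Figure D5:**
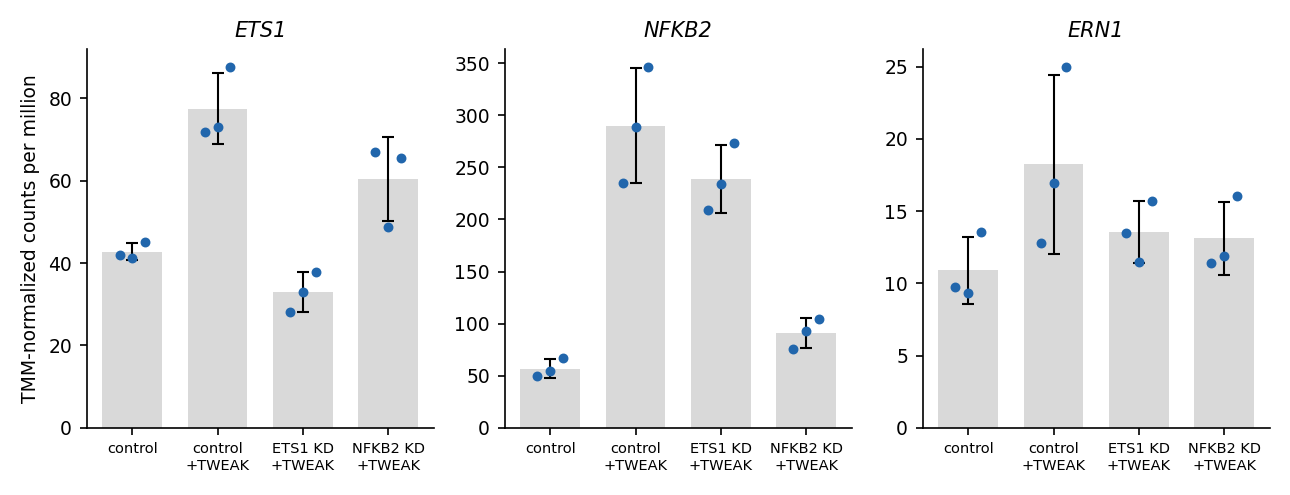
CPM of *ETS1*, *NFKB2* and *ERN1*, normalised by TMM, on the vertical axis for the 4 groups of RNA-seq libraries. Bars show the mean, error bars the SD and points the 3 libraries of each group, and the points of *ERN1* overlap between the groups.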

We also noted a similar observation when NFKB2 expression was repressed, indicating that the p52:ETS1 cooperativity is required for the transcriptional activation of *IRE1α* (Fig. 4d). 

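In *NFKB2* KD cells, the RNA Pol II peak at *ERN1* had fold enrichments of 34.0 and 9.61 in its own lists, where it stood among the strongest 1.55% and 14.5% of peaks. The lower value belongs to replicate 2, the library with the shortest list. *ERN1* expression was 13.1 ± 2.53 CPM (SD, n = 3), a log2 fold change of -0.48 against TWEAK-treated control cells (standard error 0.238, unadjusted p = 0.0665, adjusted p = 1 from edgeR's quasi-likelihood test). The *ERN1* values of the KDs differed from each other by a log2 fold change of 0.05 (adjusted p = 0.952, same edgeR test). No p52 ChIP-seq of *NFKB2* KD cells was analysed here. From the fall of these signals in both KDs, the paper reasons that p52 and ETS1 have to cooperate to activate transcription of *IRE1α*.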

Further analysis also showed that the functional cooperativity between p52 and ETS1 following TWEAK treatment resulted in the upregulation IRE1α protein expression. Conversely, CRISPR-mediated downregulation of ETS1 or NFKB2 expression abolished the induction of IRE1α (Fig. 4e, Supplementary Fig. 7). Altogether, these results demonstrate the ability of ETS1 to dictate p52 genome-wide DNA binding through direct and indirect mechanisms. Furthermore, our data highlights the cooperative nature of p52 and ETS1, whereby the co-localisation of both TFs at gene promoters can enhance target gene expression.

### p52:ETS1 regulation of *IRE1α* drives glioma invasion and proliferation

Having identified *IRE1α* as a target gene of p52 and ETS1 cooperativity, we proceeded to validate its functional roles in glioma progression by performing short hairpin RNA (shRNA)-mediated KD of the gene in U-87 MG and U-251 MG cell lines (Fig. 5a, Supplementary Fig. 8). Here, we observed that the loss of IRE1α expression resulted in the significant downregulation of glioma cell invasion and proliferation, which was not rescued by TWEAK treatment (Fig. 5b, c). These observations confirm the oncogenic role of IRE1α in glioma cells and suggest that p52:ETS1 driven *IRE1α* expression is crucial for glioma survival and progression. Our data further provides functional evidence for the relevance of p52:ETS1 cooperativity in the transcriptional regulation of glioma-promoting genes.

**Fig. 5:**
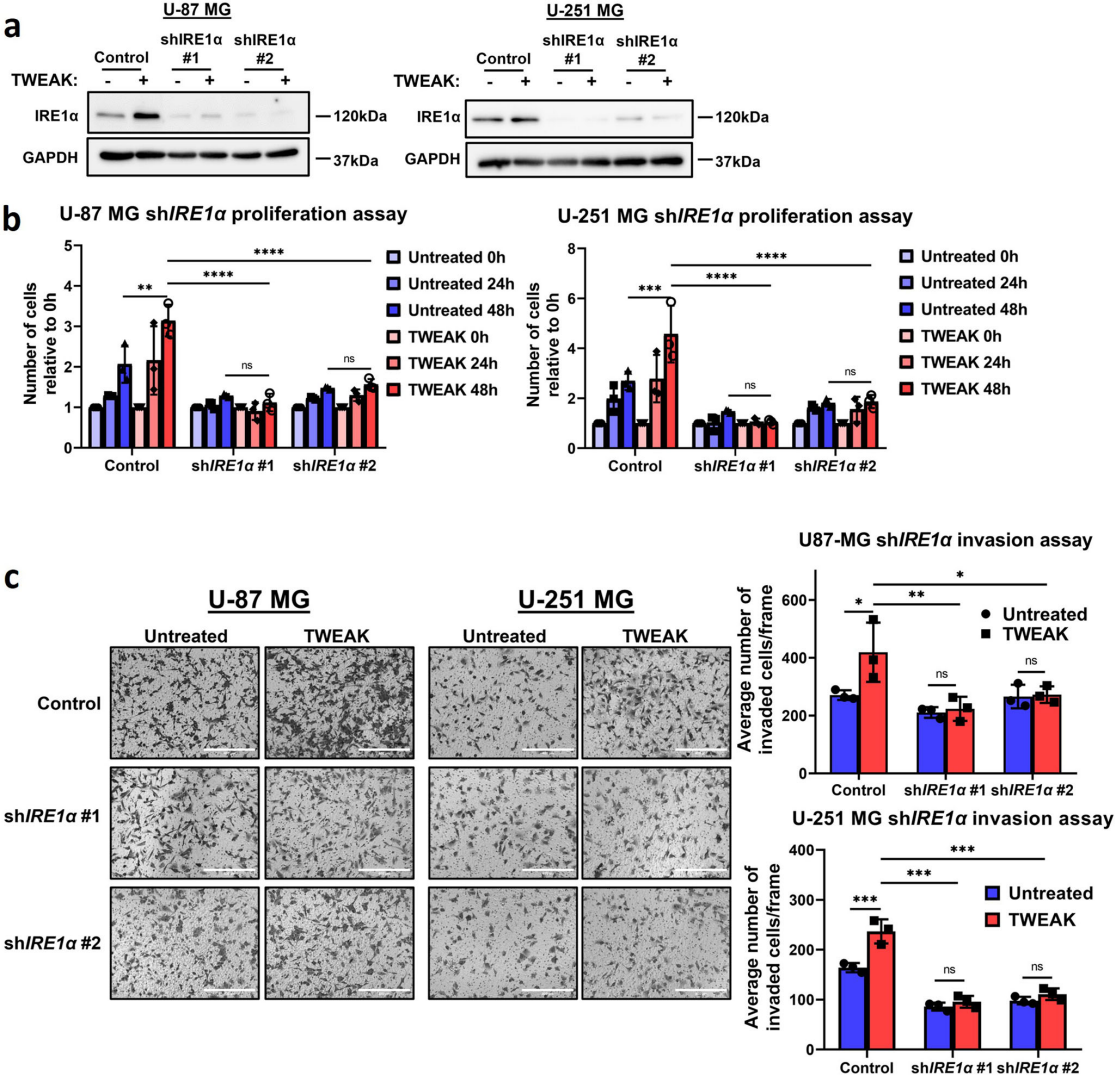
p52:ETS1 cooperativity promotes glioma cell invasion and proliferation through IRE1α. **a** IRE1α protein expression analysed by western blotting to validate shRNA-mediated repression of *IRE1α* in U-87 MG and U-251 MG cells. **b** Plot depicts the average number of cells relative to 0 h (mean ± s.d) in U-87 MG and U-251 MG sh*IRE1α*. **c** Transwell invasion assay was performed in U-87 MG and U-251 MG sh*IRE1α* cells. Representative images from *n* = 3 biological replicates are shown. Scale bars: 400 µm. Plots (right) depict the average number of invaded cells (mean ± s.d) across five fields. All functional experiments were compared in the presence and absence of TWEAK treatment. Two-way ANOVA was used for all statistical analyses. *P < 0.05; **P < 0.01; ***P < 0.001.

## Discussion

In this study, we uncovered *ETS1* as a target gene of the non-canonical NF-κB pathway. The roles of non-canonical NF-κB signalling and ETS1 have both been well documented to regulate glioma migration, invasion and cell proliferation^37,38^ Furthermore, p52 and ETS1 have been described to function cooperatively at the mutant *TERT* promoter to drive telomerase expression in gliomas^6,18^. These studies implicate the critical role of p52:ETS1 cooperativity in the transcriptional activation of cancer driver genes. Here, we provide evidence for the direct regulation of p52 at the *ETS1* promoter to activate its expression. The overexpression of ETS1 alters its genomic binding dynamics and transcriptional activities, which in turn impacts glioma invasion and survival.

On its own, ETS1 is expressed in an autoinhibited form^39^ and is unable to bind to DNA. But in several cancers, it has been shown to dimerise with other TFs, such as Pax5^40^, Runx1^36^ and Runx2^41^. This increases its DNA binding affinity, which can enhance the transcription of new target genes and potentially regulate oncogenic processes. Here, we report a similar signature whereby TWEAK-induced p52 activity resulted in the increased enrichment of oncogenic motifs, such as various ETS factors, KAISO and ZEB1, at ETS1 binding sites and augmented genome-wide ETS1 DNA binding, which altered the transcriptomic landscape of gliomas. We also observed that TWEAK-regulated ETS1 DNA binding was highly enriched at over-accessible chromatin regions in glioma patients, and ETS1 activation consequently supports glioma invasion and tumour proliferation. Altogether, these results highlight the functional importance and clinical relevance of p52-driven ETS1 genomic binding in glioma-specific progression.

As reports indicate that p52:ETS1 can cooperatively activate non-κB and/or non-ETS target genes^6,18^, we investigated this regulatory mechanism genome-wide. Unexpectedly, we found that nearly 60% of all p52 binding sites were lost following ETS1 KD in TWEAK-activated glioma cells. These data suggest that ETS1 is required to sustain p52 DNA binding. We further noted that among these lost p52 sites, a small proportion comprised the co-localised p52:ETS1 regions, while almost 95% of the lost p52 peaks did not interact with ETS1 (Fig. 4b, c). This implies that ETS1 primarily regulates the p52 genomic binding landscape through indirect mechanism(s). We have earlier suggested that at sites of cooperativity, p52 binds indirectly to DNA through ETS1. Similarly, NF-κB has been reported to interact with AP-1 TFs via recruitment without binding directly to DNA^42^. As AP-1 TFs are direct target genes of ETS1^43^, it is plausible that p52-activated ETS1 enhances AP-1 expression, which increases the availability of DNA-bound AP-1, thereby providing an anchor for p52 to establish indirect DNA binding.

To investigate the direct cooperation between p52 and ETS1, we focused on the genomic locus of *ERN1*. IRE1α is an enzyme associated with the unfolded protein response that is activated under endoplasmic reticulum stress, and its involvement in cancer progression has been documented in gliomas^44^, breast cancer^45^ and prostate cancer^46^. We showed that in the absence of non-canonical NF-κB signalling, binding of ETS1 to the *ERN1* promoter is insufficient to promote its transcriptional activation. But during TWEAK induction, p52 is enriched at the *ERN1* promoter, resulting in p52:ETS1 co-localisation and the recruitment of RNA Pol II. This leads to the upregulation of *IRE1α* expression, thereby promoting glioma progression. While our data highlight the prerequisite of ETS1 for sustaining p52 DNA binding and provide genomic evidence for the indirect binding of p52 to DNA through ETS1, this study further implicates the importance of TWEAK-regulated p52:ETS1 cooperativity in the transcriptional control of glioma-promoting genes.

Our study highlights a previously unrecognised role of non-canonical NF-κB activation in ETS1 regulation, whereby p52-induced ETS1 expression results in a multitude of genomic, transcriptional and functional events in glioma cancers. We further investigated the direct cooperative role of TWEAK-driven p52:ETS1 and demonstrated its capacity to regulate and drive glioma progression. Intriguingly, we found that NF-κB-driven ETS1 regulated p52 DNA binding predominantly through indirect means, highlighting an overall complex regulatory relationship between these two TFs. Hence, our results emphasise the relevance of non-canonical NF-κB activation and ETS1 in glioma progression, thereby highlighting the immense potential of targeting the p52-ETS1 regulatory axis in cancer therapy.

## Methods

### Cell lines and reagents

U-87 MG (ATCC) and U-251 MG (Sigma-Aldrich) (formerly known as U-373 MG) (ECACC 09063001) GBM cell lines were kindly gifted from Prof. Phillip Koeffler at the Cancer Science Institute, Singapore^47^. Cell lines were maintained in Dulbecco’s modified Eagle’s medium (DMEM; HyClone) supplemented with 10% fetal bovine serum (FBS; Sigma) and regularly tested negative for mycoplasma contamination using Mycoplasma PCR Detection Kit (Applied Biological Materials Inc; G238). Cell lines were not authenticated via STR profiling by us. Recombinant human TWEAK (PeproTech; 310-06) was reconstituted according to the manufacturer’s recommendations. All GBM cell lines were treated with 10 ng/ml of TWEAK.

### Plasmids

lentiCRISPRv2 (Addgene; Cat #52961) was used for generating ETS1 KD in U-87 MG and U-251 MG cell lines. sgRNAs targeting ETS1 and NFKB2 were designed on Benchling^48^, where sgRNAs with the highest On-Target score and Off-Target score were selected (Supplementary Table 1).

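The guide sequences of Supplementary Table 1 were located in hg38. *ETS1* guide 1, GGGTTTCTGTCCACTGCCGG, matches the plus strand of chromosome 11 from 128489467 to 128489486, next to a GGG PAM, in exon 5 of the MANE transcript ETS1-202. *ETS1* guide 2, CTGGGCTCTGAGAACTCCGA, matches the plus strand from 128485017 to 128485036 with a TGG PAM in exon 7. *NFKB2* guide 1, TGGCCCCTACCTGGTGATCG, matches the plus strand of chromosome 10 from 102396453 to 102396472 with a TGG PAM in exon 4 of NFKB2-211, and guide 2, CTTTCGGCCCTTCTCACTGG, matches the minus strand from 102396786 to 102396805 with an AGG PAM in exon 5. The RNA-seq and RNA Pol II libraries came from cells with guide 1 of each gene, so effects of a single guide cannot be separated from the KD in those data.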

pLKO.TRC (Addgene; Cat#10878) was used for generating shIRE1α in U-87 MG and U-251 MG cell lines (Supplementary Table 1).

The TWEAK overexpression construct was generated by amplifying the soluble TWEAK (sTWEAK) sequence from cDNA (Supplementary Table 1) and replacing EGFP in pLJM1-EGFP (Addgene; 19319) with its puromycin resistance gene substituted with hygromycin resistance. Subsequently, pLJM1-sTWEAK was used as a template to amplify sTWEAK with a 3x Flag tag before being cloned into pLJM1-EGFP.

### Mouse subcutaneous xenograft

All animal experiments were performed in compliance with protocols approved by the Nanyang Technological University Institutional Animal Care and Use Committee (IACUC). Six- to ten-week-old male *Rag-/- IL2γ-/-* mice were housed at the animal facility of the Nanyang Technological University School of Biological Sciences.

When performing the subcutaneous xenograft, mice were anaesthetised with isofluorane and injected with 60 µl of 2.5 × 10^6^ U-87 MG cells in sterile PBS mixed with 33% Matrigel (Corning). The U-87 MG cells injected expressed the following combinations of plasmid (Supplementary Table 2). Primary tumours were measured for up to 5 weeks with callipers.

### Lentivirus production and transduction

For lentivirus production, 3 × 10^6^ HEK293T cells were plated per 10-cm plate. The next day, lentiCRISPR v2 or pLKO with pMDL, VSVG and REV were transfected into the cells via the calcium chloride method. The cells were washed after 8 h and replenished with DMEM supplemented with 10% FBS. After 24 h, the supernatant containing viral particles was collected.

For lentivirus transduction, virus and polybrene were added to GBM cells. Media was changed 24 h after transduction, and appropriate antibiotics were added 48 h after transduction.

### Cell proliferation assay

U-87 MG and U-251 MG cells were seeded at a density of 5 × 10^4^ and 1 × 10^4^ cells per well in a 12-well plate respectively. Cells were incubated overnight to allow attachment before being starved for 8 h in serum-free DMEM. After which, the number of cells was counted (this number will be referred to as 0h) and 10 ng/ml TWEAK was added. After 24 and 48 h, the number of cells was counted again.

### Invasion assay

Invasion assay was performed using 24-well Transwell inserts (Corning). Matrigel (Corning) was diluted to 200 µg/ml with Optimem (Gibco); 100 µl was added into each insert and incubated at 37 °C for 2 h. GBM cells were starved for 8 h beforehand; subsequently, the GBM cells were treated with 10 ng/ml TWEAK. After 24 h, the GBM cells were trypsinised, counted, resuspended in 100 µl Optimem containing 10 ng/ml TWEAK and seeded above the Matrigel layer. Then, 600 µl DMEM supplemented with 10% FBS was added to the lower chamber. The GBM cells were then incubated at 37 °C for 24 h. Following this, the transwell inserts were fixed in 70% ethanol and stained in 0.2% crystal violet, and non-invading cells on the top chamber were removed with cotton buds. Invading cells were then visualised with an inverted microscope at five different frames. The number of invading cells were counted in each frame and averaged.

### Western blot analysis

Western blotting was performed using standard methods, and the following antibodies were used for analysis: anti-NFkB2 (Cell Signalling; 3017), anti-ETS1 (Cell Signalling; 14069), anti-IRE1α (Santa Cruz; 390960) and anti-GAPDH (Santa Cruz; 32233). Antibody dilutions used were 1:10000 for anti-GAPDH and 1:1000 for the other antibodies.

### RNA library construction, sequencing and analysis

Total RNA was isolated using TRIzol Reagent (Invitrogen) according to the manufacturer’s protocol and then treated with TURBO DNA-free kit (Invitrogen; AM1907). RNA-seq library was constructed with NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEB; E7765) through the polyA mRNA workflow. RNA-seq libraries were sequenced on HiSeqX. All RNA-seq experiments were performed with three biological replicates.

The quality of sequencing reads was assessed using FastQC^49^, and adaptors were removed with Trimmomatic^50^. RNA-seq reads were mapped to hg38 with STAR^51^ and processed by featureCounts^52^. Differential analysis was performed with DESeq2^53^, where differentially expressed genes were defined by having *P*-value ≤0.05 and fold change ≥1.5. Gene ontological analysis was performed using PANTHER^54,55^.

### Chromatin immunoprecipitation (ChIP), library construction, sequencing and analysis

Ten million U-87 MG cells were crosslinked with 1% formaldehyde (Sigma) for 10 min and quenched with 0.125 M glycine for 5 min at room temp. Cells were washed with PBS and then lysed with an SDS buffer supplemented with protease inhibitors (Roche). Lysed samples were then sonicated with Bioruptor Plus (Diagenode) to achieve DNA fragments between 200 and 500 bp. Chromatin was then precleared with blocked Protein G Sepharose beads (GE Healthcare) and incubated with the following antibodies: 2 µg anti-NFkB2 (Bethyl Laboratories; A300-BL7039), 4 µg anti-ETS1 (Active Motif; 39580) and 2 µg anti-RNA polymerase II clone CTD4H8 (EMD Millipore; 05-623). The beads were subsequently washed in the following order of buffers: SDS buffer, high salt buffer, lithium chloride wash buffer and Tris-EDTA buffer. After which, the ChIP DNA was de-crosslinked and eluted. The eluted DNA was used for library preparation with NEBNext Ultra II DNA Library Prep Kit (NEB; E7645) according to the manufacturer’s protocol.

ChIP DNA libraries were sequenced on HiSeqX. The quality of sequencing reads was assessed using FastQC^49^. Trimmomatic^50^ was used to remove adaptors and verified by running FastQC once more. Reads were mapped to hg38 using Bowtie2^56^, and peaks were called using MACS2 with subtraction of the input signal. Blacklisted regions were removed from the called peaks using bedtools^57^. The gained and lost ETS1 peaks were determined using bedtools. Differential RNA polymerase II peaks were analysed using DiffBind^58^.

Heatmaps showing signal distribution over ChIP peak regions were generated using deepTools^59^. ETS1 binding motifs were identified by HOMER^60^ with the hg38 genome as background and MEME-ChIP^61^.

### Integration with TCGA pan-cancer ATAC-seq data

Pan-cancer patient ATAC-seq sample counts^27^ from The Cancer Genome Atlas (TCGA) were retrieved using the UCSC Cancer Browser (http://xena.ucsc.edu/welcome-to-ucsc-xena/)^62^. Heatmaps were generated using R Statistical Programming Language and ggplot2^63^.

### Statistics and reproducibility

In all experiments, a two-way ANOVA statistical test was used. All in vitro proliferation and invasion assays were performed in three biological replicates. The in vivo assay was performed in four biological replicates. Asterisks represent the degree of statistical significance, *P < 0.05; **P < 0.01; ***P < 0.001. All statistical analyses and graphics were performed using GraphPad Prism software.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

Source data for Figs. 1c, 2a, 2d, 3, 5b, c can be found in Supplementary Data 1. The ChIP-seq and RNA-seq datasets generated during and/or analysed during the current study had been deposited in the GEO (Gene Expression Omnibus) database under the accession number GSE207982.

# Supplementary material for: NF-κB/p52 augments ETS1 binding genome-wide to promote glioma progression
**Source:** Commun Biol. 2023 Apr 22;6:445. doi: 10.1038/s42003-023-04821-2
**Supplement:** Supplementary file 1 — Supplementary Information

### Supplementary Figures

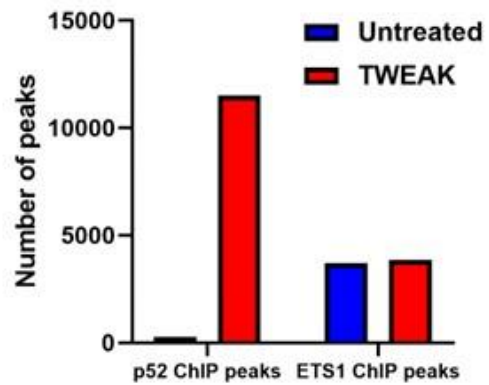

**Supplementary Figure 1. Number of unique p52 and ETS1 ChIP peaks in both untreated and TWEAK treated U-87 MG cells.**

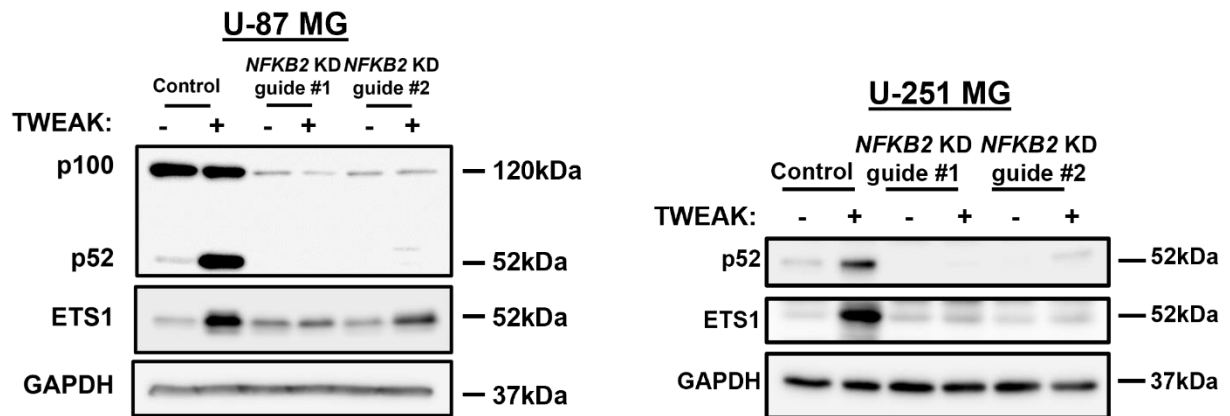

Supplementary Figure 2. p52 and ETS1 expression in U-87 MG and U-251 MG cells following *NFKB2* knockdown and TWEAK treatment analysed through western blotting.

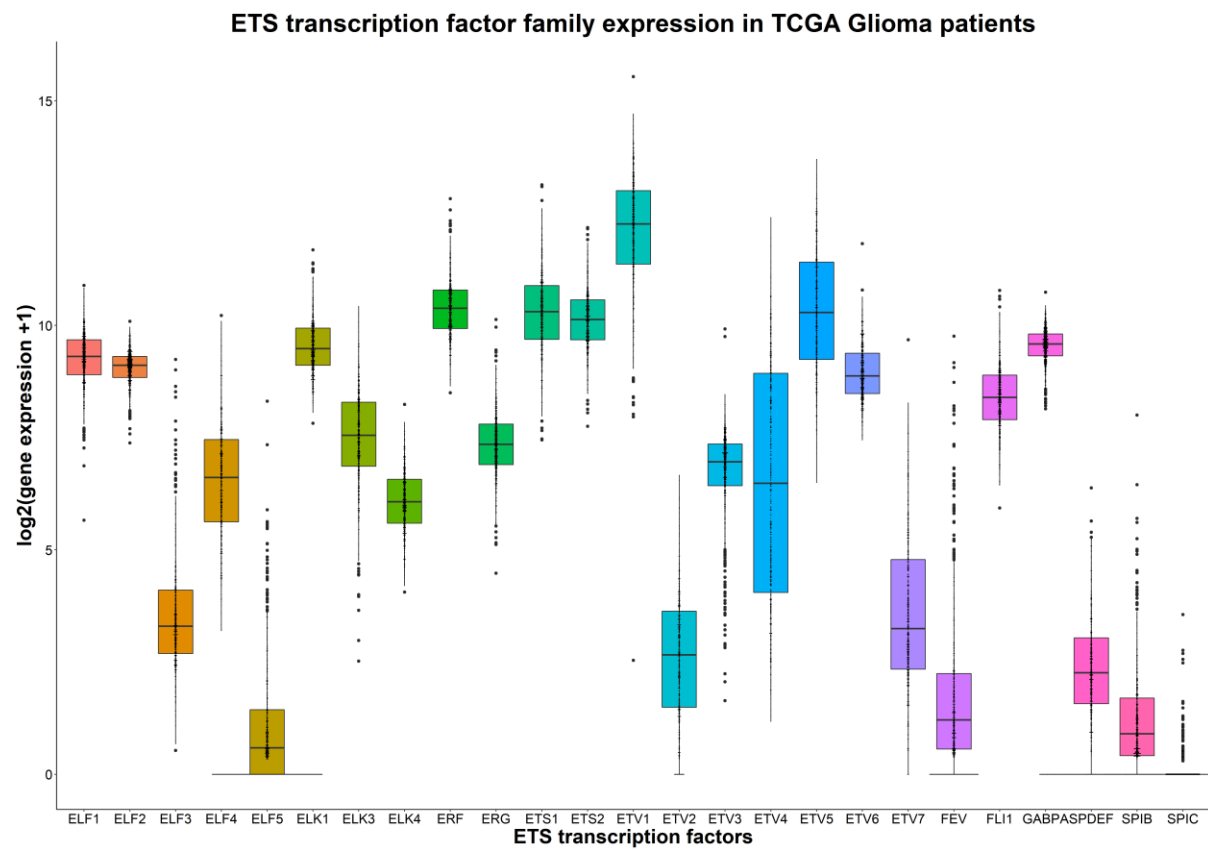

**Supplementary Figure 3. Gene expression of ETS transcription factors in glioma patients ( $n = 702$ ) from TCGA RNA-seq dataset.** The box plots define the median, upper and lower quartiles.

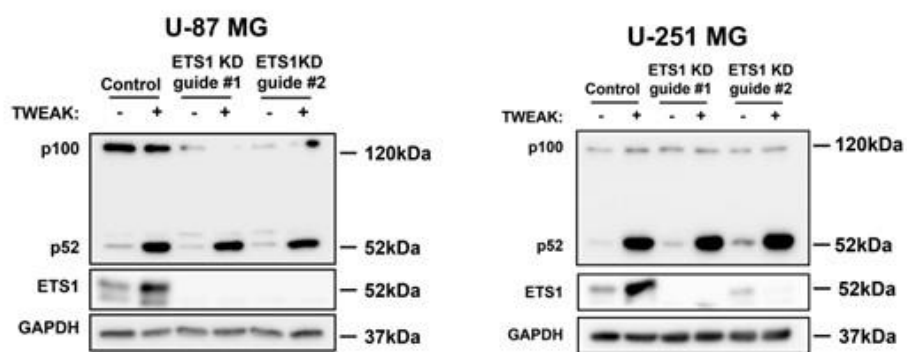

**Supplementary Figure 4. p52 and ETS1 expression in U-87 MG and U-251 MG cells following *ETS1* knockdown and TWEAK treatment analysed through western blotting.**

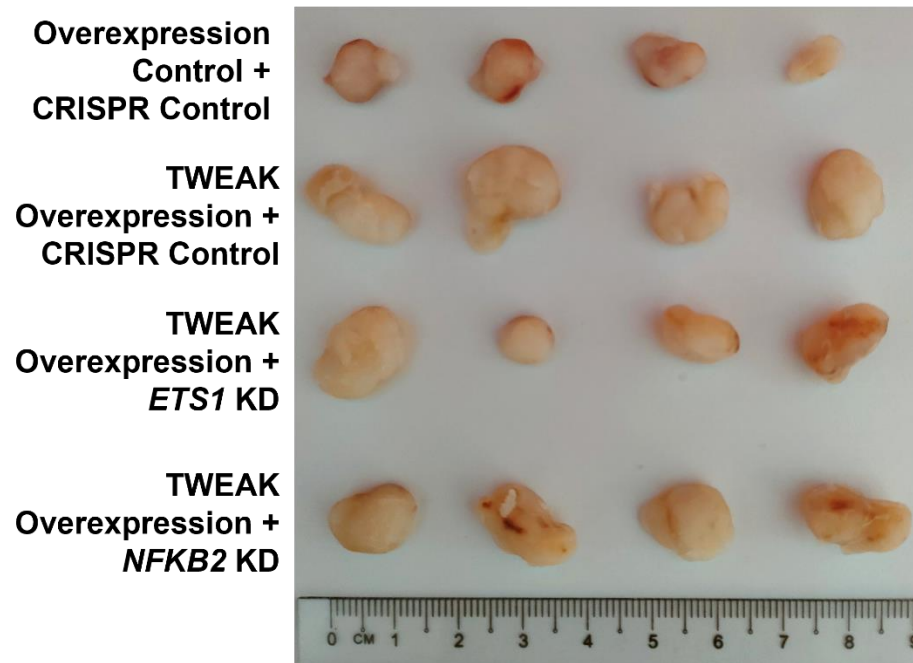

Supplementary Figure 5. Images of primary tumours extracted 35 days after mice were injected with U-87 MG cells that express either CRISPR control, *NFKB2* KD or *ETS1* KD and overexpression control or TWEAK.

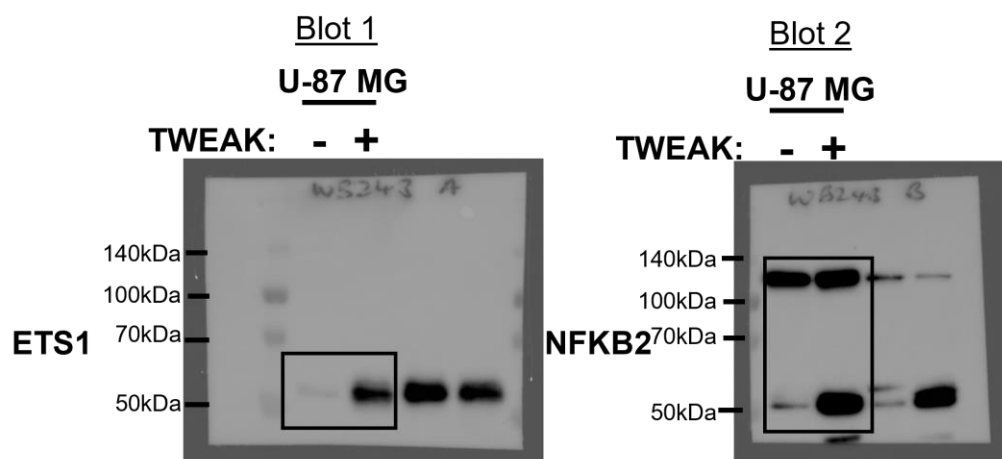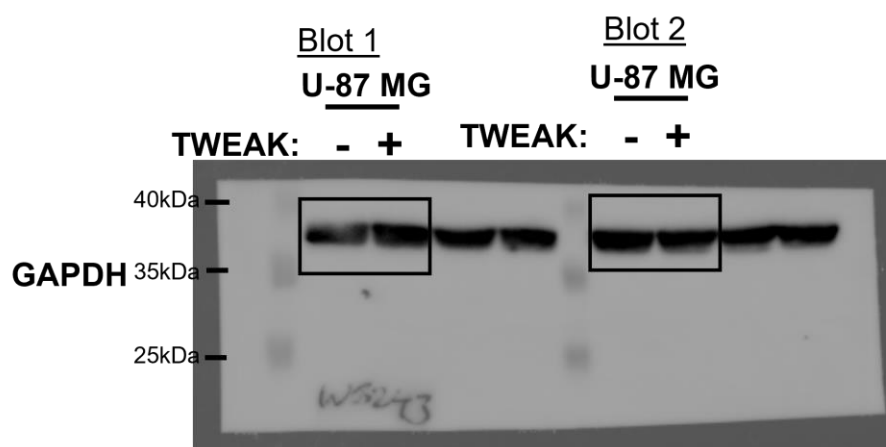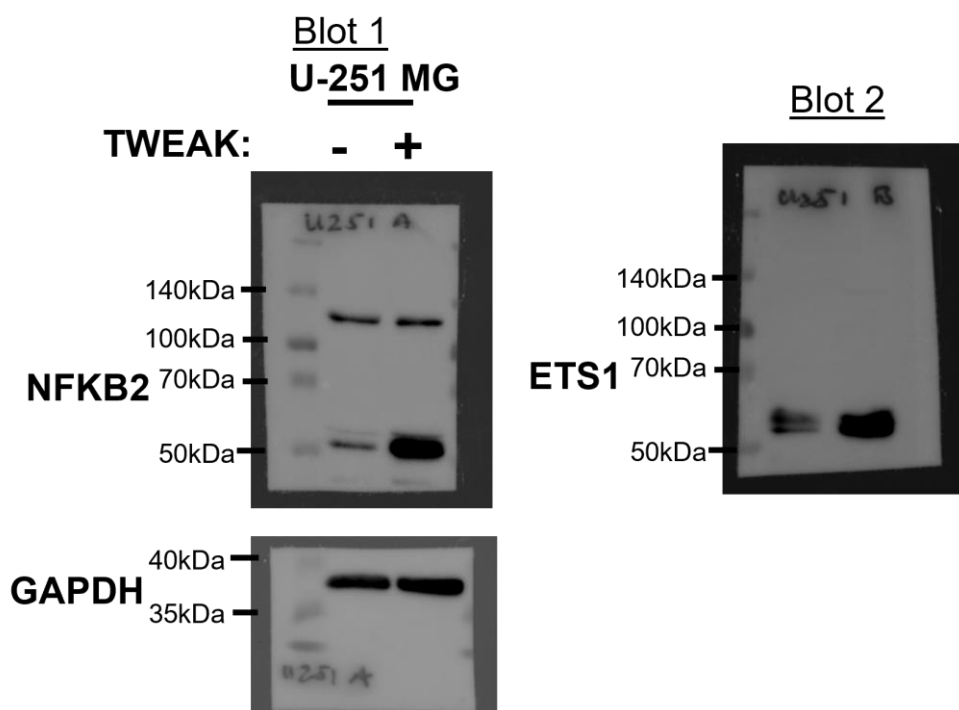

**Supplementary Figure 6. Uncropped western blot images for Figure 1b. Proteins were probed on two western blots that were loaded with the same amount of protein and performed at the same time.**

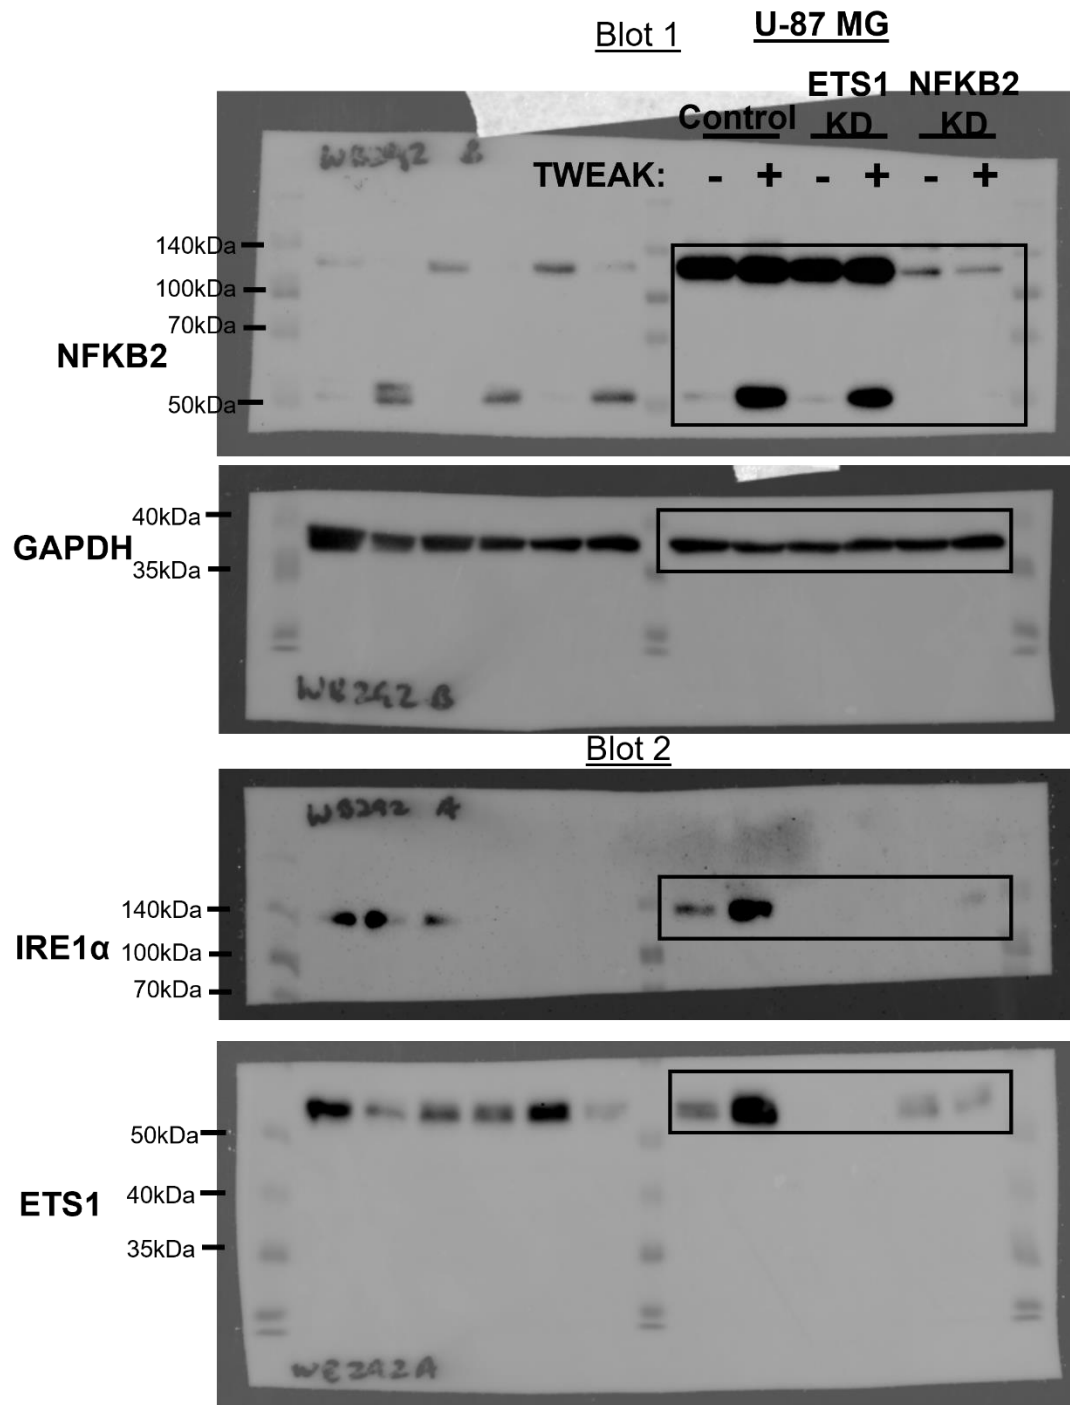

**Supplementary Figure 7. Uncropped western blot images for Figure 4e U-87 MG. Proteins were probed on two western blots that were loaded with the same amount of protein and performed at the same time.**

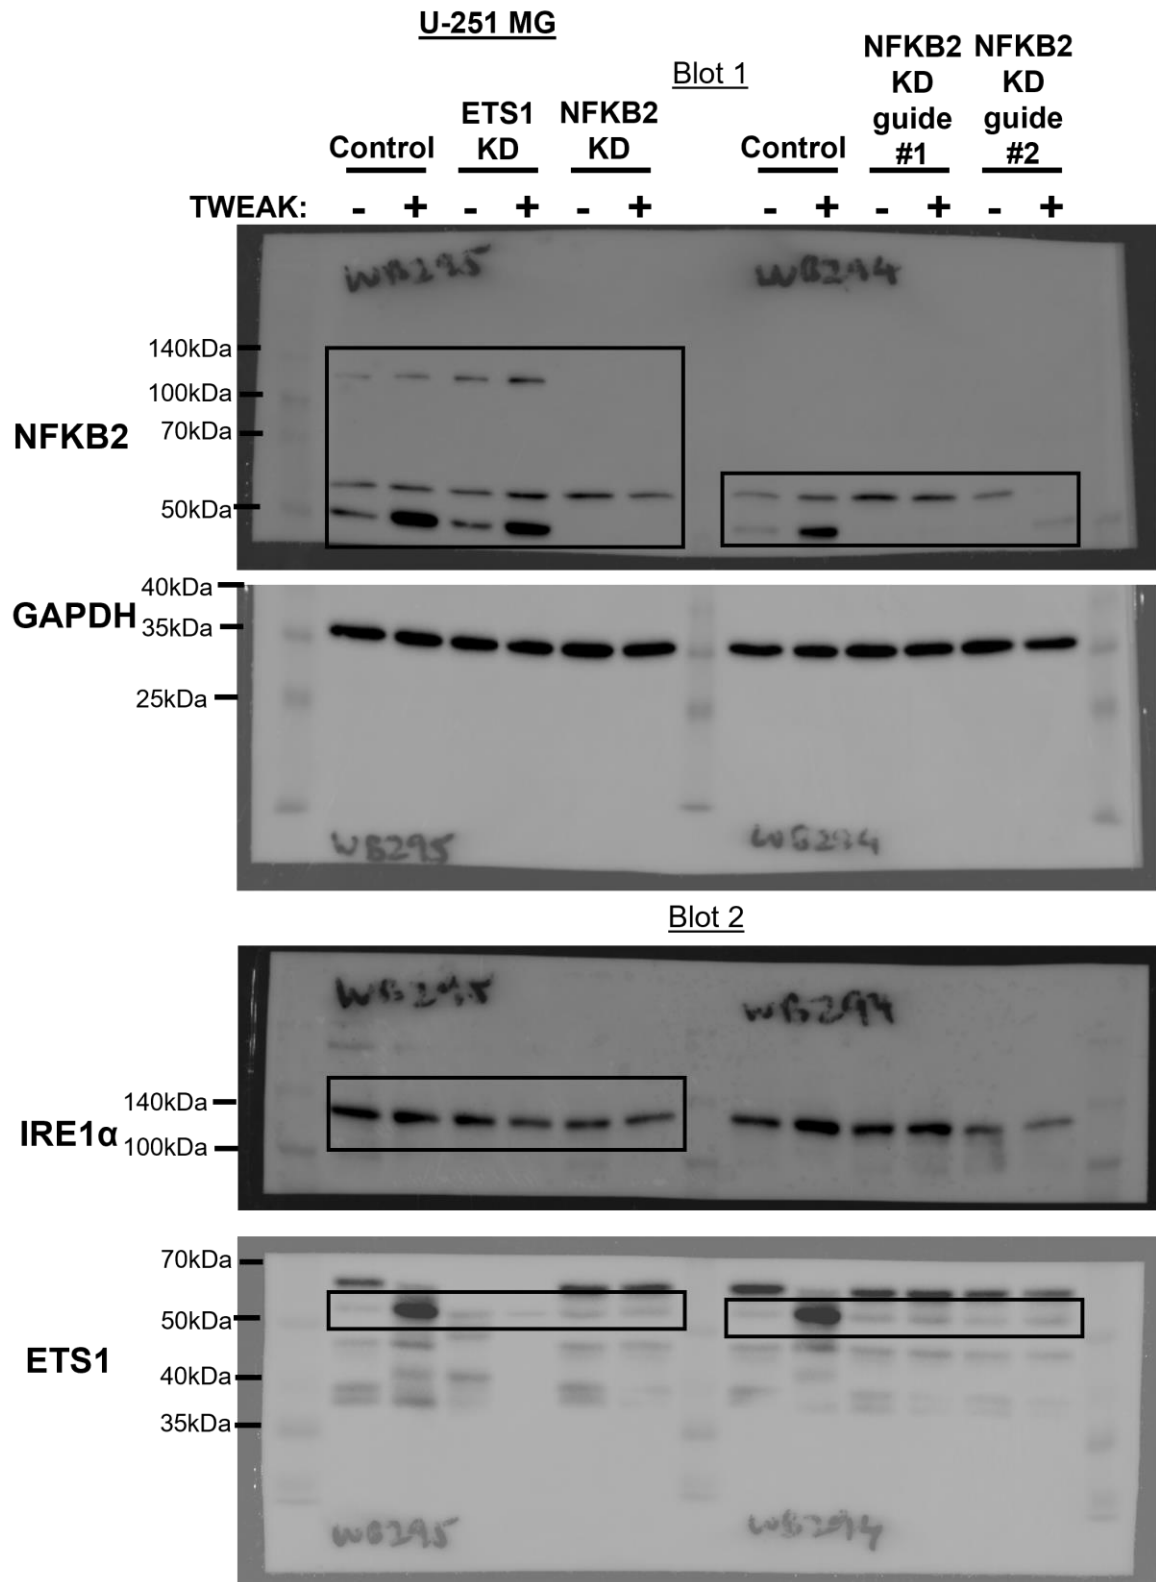

**Supplementary Figure 8. Uncropped western blot images for Figure 4e and Supplementary Figure 2 U-251 MG. Proteins were probed on two western blots that were loaded with the same amount of protein and performed at the same time.**

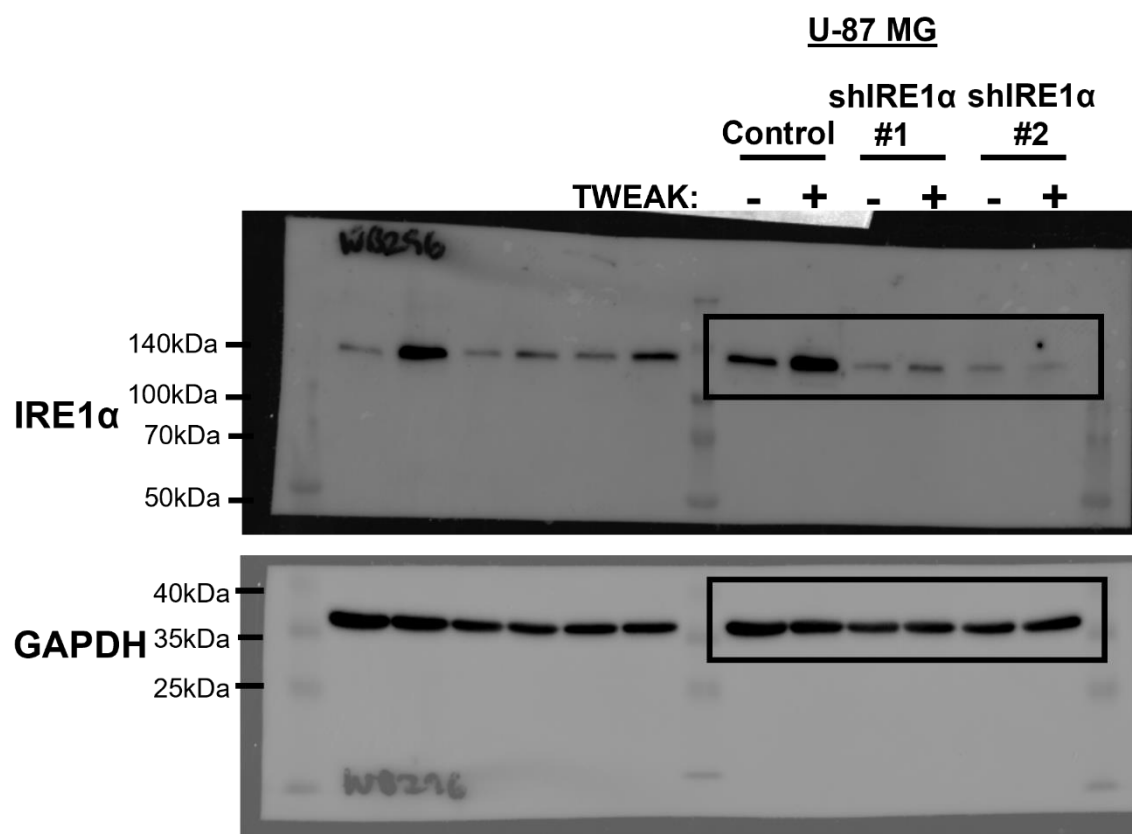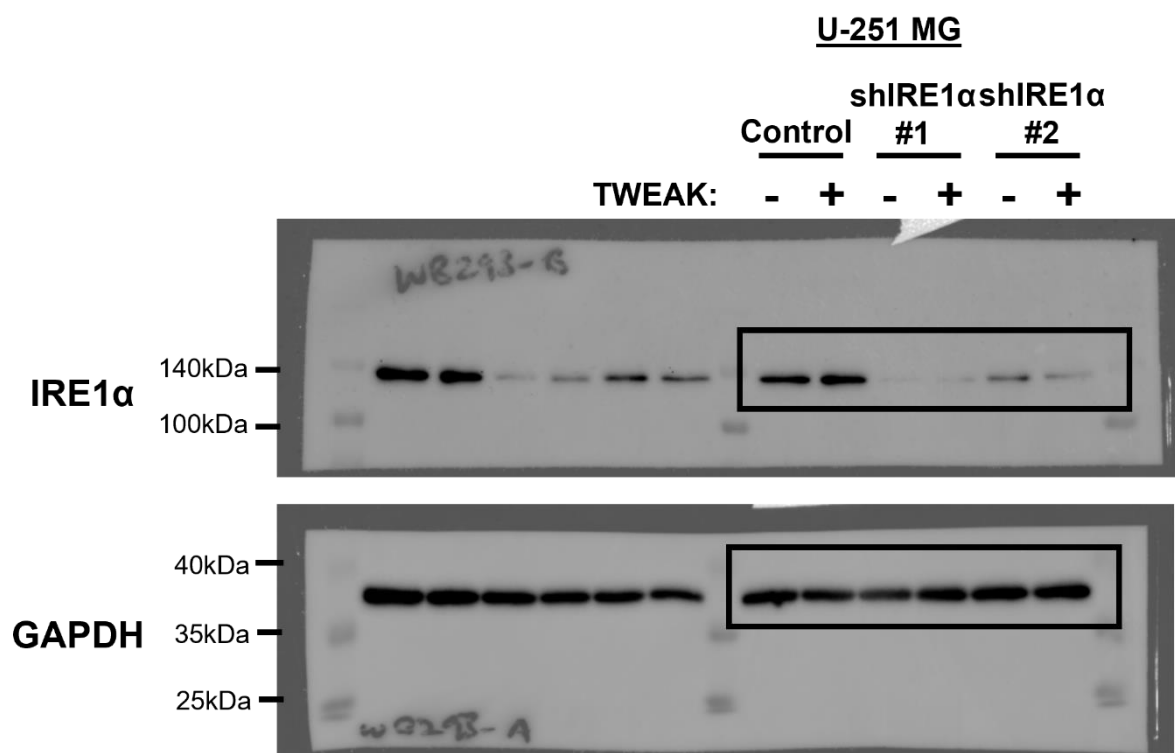

**Supplementary Figure 9. Uncropped western blot images for Figure 5a. All bands were probed on the same blot.**

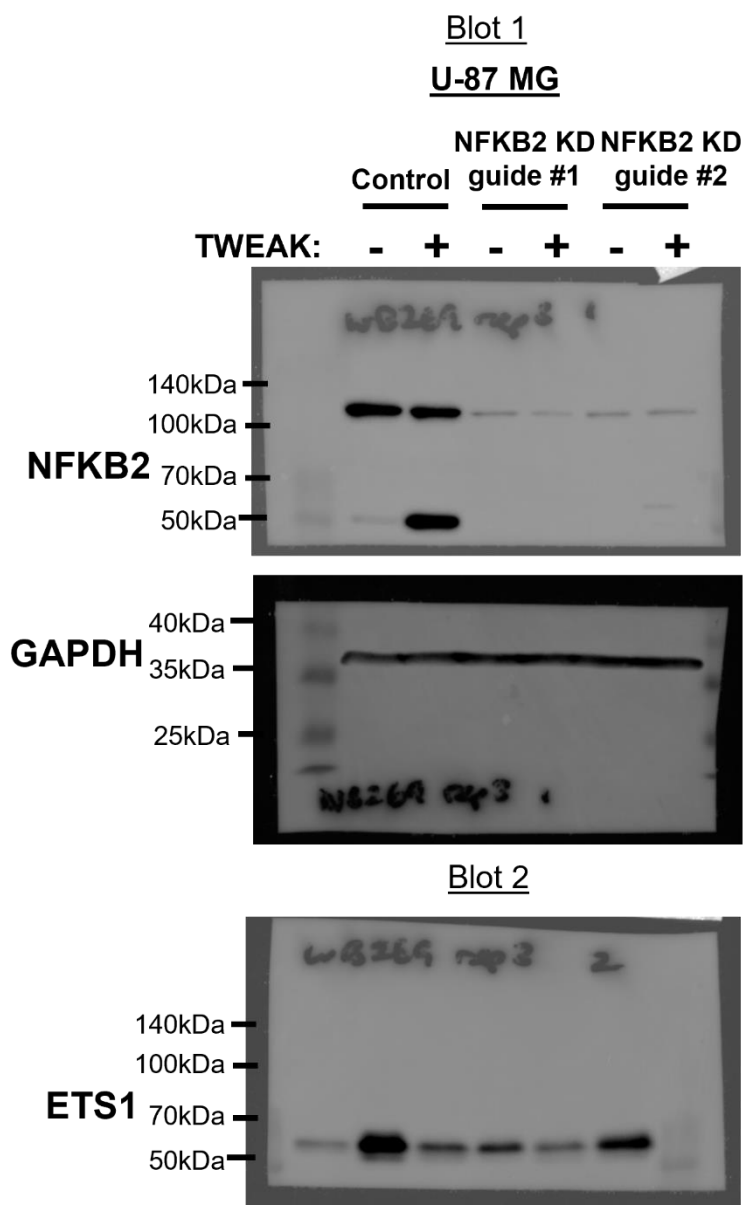

**Supplementary Figure 10. Uncropped western blot images for Supplementary Figure 2 U-87 MG. Proteins were probed on two western blots that were loaded with the same amount of protein and performed at the same time.**

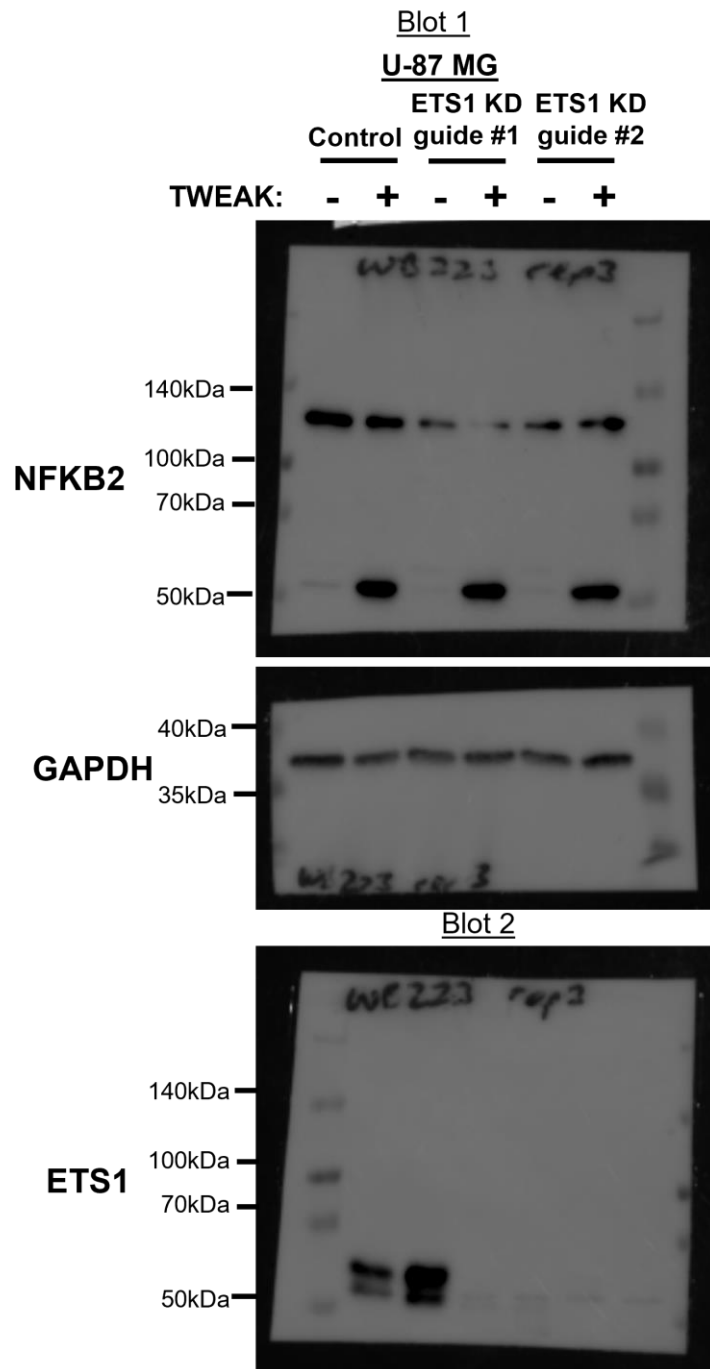

**Supplementary Figure 11. Uncropped western blot images for Supplementary Figure 4 U-87 MG. Proteins were probed on two western blots that were loaded with the same amount of protein and performed at the same time.**

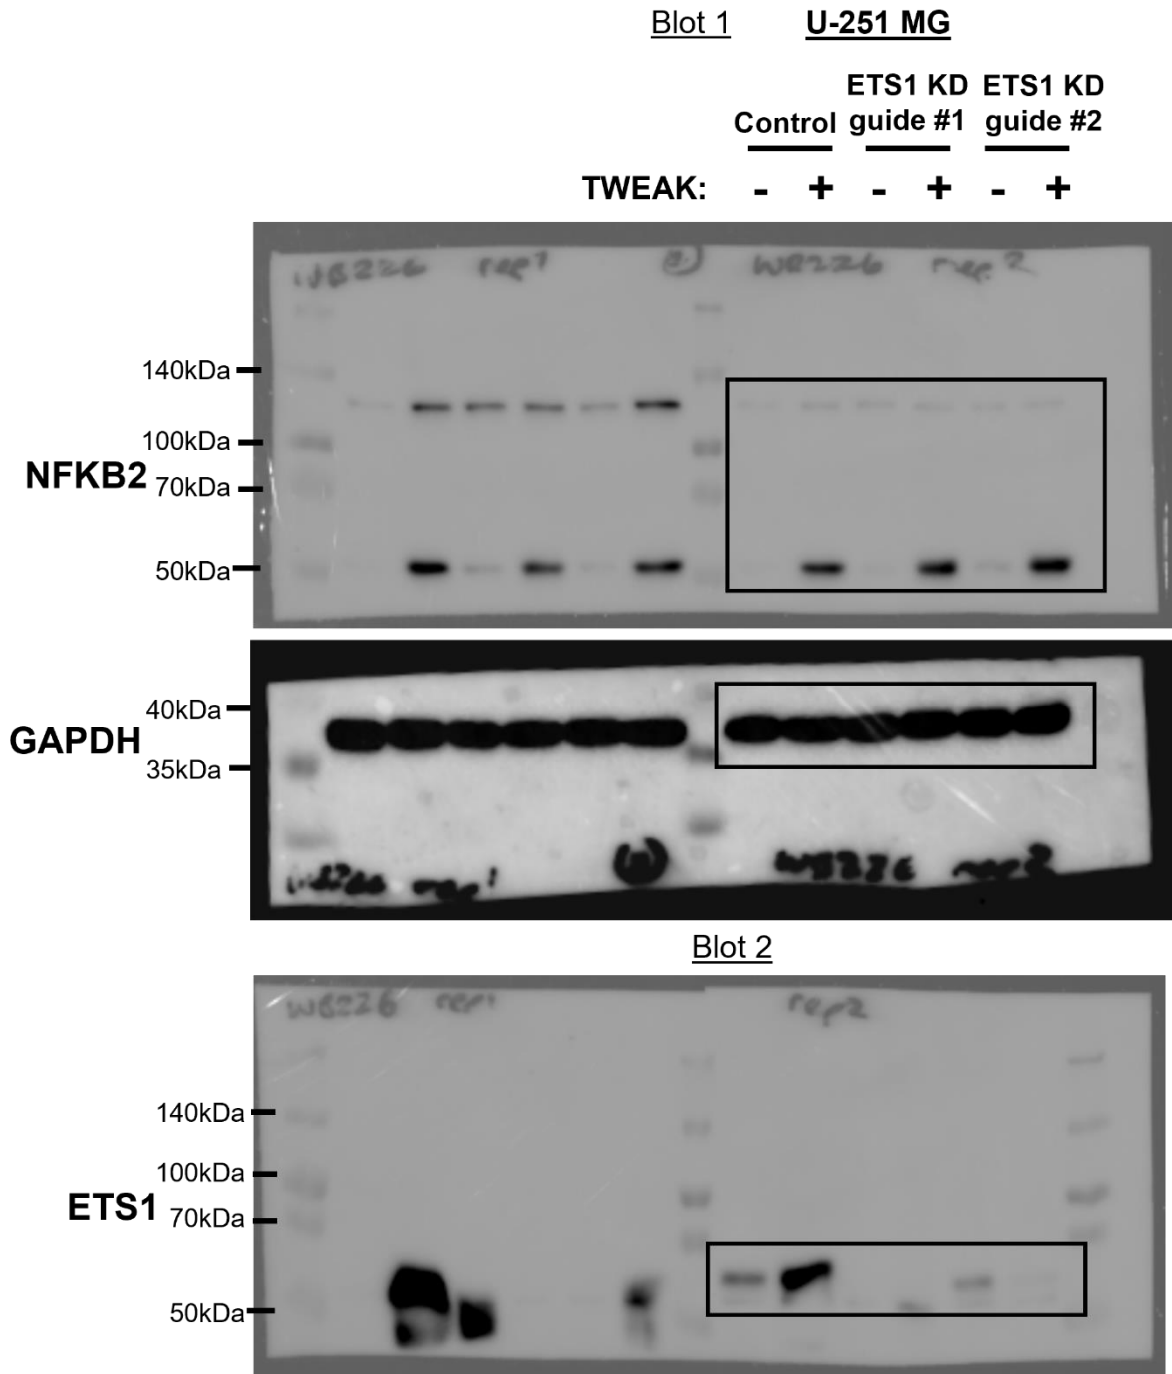

**Supplementary Figure 12. Uncropped western blot images for Supplementary Figure 4 U-251 MG. Proteins were probed on two western blots that were loaded with the same amount of protein and performed at the same time.**

#### CRISPR sgRNA sequences

| Primer name      | Sequence                  |
|------------------|---------------------------|
| ETS1 guide #1 F  | CACCGGGTTTCTGTCCACTGCCGG  |
| ETS1 guide #1 R  | CCGGCAGTGGACAGAAACCCGGTG  |
| ETS1 guide #2 F  | CACCGCTGGGCTCTGAGAACTCCGA |
| ETS1 guide #2 R  | AAACTCGGAGTTCTCAGAGCCCAGC |
| NFKB2 guide #1 F | CACCGTGGCCCCTACCTGGTGATCG |
| NFKB2 guide #1 R | AAACCGATCACCAGGTAGGGGCCAC |
| NFKB2 guide #2 F | CACCGCTTTCGGCCCTTCTCACTGG |
| NFKB2 guide #2 R | AAACCCAGTGAGAAGGGCCGAAAGC |

#### shIRE1α sequences

| Primer name | Sequence              |
|-------------|-----------------------|
| shIRE1α #1  | GCGTAAATTCAGGACCTATAA |
| shIRE1α #2  | TCAACGCTGGATGGAAGTTTG |

#### TWEAK overexpression primer sequences

| Primer name | Sequence                                 |
|-------------|------------------------------------------|
| sTWEAK F    | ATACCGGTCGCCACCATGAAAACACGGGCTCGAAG      |
| sTWEAK R    | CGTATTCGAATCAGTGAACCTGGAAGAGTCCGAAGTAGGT |

**Supplementary Table 1. Primer sequences for CRISPR sgRNA, shIRE1α and TWEAK overexpression construct.**

| Genotype                                | Plasmid combination                         |
|-----------------------------------------|---------------------------------------------|
| CRISPR control + Overexpression control | lentiCRISPR v2 + pLJM-EGFP-hygro            |
| CRISPR control + sTWEAK overexpression  | lentiCRISPR v2 + pLJM-sTWEAK                |
| ETS1 KD + sTWEAK overexpression         | lentiCRISPR ETS1 guide #1 +<br>pLJM-sTWEAK  |
| NFKB2 KD + sTWEAK overexpression        | lentiCRISPR NFKB2 guide #1 +<br>pLJM-sTWEAK |

**Supplementary Table 2. Combinations of plasmids transduced into U-87 MG cells that were injected into immunocompromised mice and the presented genotype of the cells.**

# Supplementary material for: NF-κB/p52 augments ETS1 binding genome-wide to promote glioma progression
**Source:** Commun Biol. 2023 Apr 22;6:445. doi: 10.1038/s42003-023-04821-2
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File Name:** Supplementary Data

**Description:** The source data behind Figures 1c, 2a, 2d, 3, 5b-c

How the deposited data were processed for this re-analysis (not part of the article)

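The data are from U-87 MG cells, with or without 10 ng/ml of TWEAK, for which the sample labels give 48 h of treatment. They comprise 12 RNA-seq libraries in 4 groups of 3 replicates, and 20 ChIP-seq libraries in 10 groups of 2 replicates, of which 8 are p52, 4 ETS1 and 8 RNA Pol II libraries. A further 3 input samples have no values here and were not analysed. Samples were assigned to conditions and replicates from the sample labels and the paper. RNA-seq and RNA Pol II libraries of KD cells were made with guide 1, and p52 libraries of *ETS1* KD cells with guides 1 and 2. The gene ontology, TCGA, western blot, proliferation, invasion and xenograft data of the paper were not analysed here.

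For RNA-seq, the authors trimmed the reads with Trimmomatic, mapped them to hg38 with STAR and counted them per gene with featureCounts, and the deposited values are whole-number counts without normalisation. The paper's text does not name the versions, the annotation release or the strand setting of the counting. The count table holds 62696 genes with 62649 distinct gene identifiers, of which 62625 are in GENCODE release 44, the annotation used here. It has 0 rows that name no gene, and 0 of its value columns were left unused. Total counts per library were between 28384201 and 40192606. At this depth the counting error of genes with few counts is large, and folds of genes with no counts in a group were computed against a floor of 3 counts. Such floors and the counting intervals of ratios cover counting error only, since the libraries carry no molecular identifiers. Genes were kept by edgeR's filterByExpr (16879 genes) and tested with edgeR 4.0.16 in R 4.3.3, with TMM normalisation, the quasi-likelihood F-test over 4 groups in one model, no covariate, and Benjamini-Hochberg adjustment. Log2 CPM used a prior count of 2. Changed genes were counted at an adjusted p under 0.05. The ETS1-dependent and p52-dependent genes used the thresholds of the paper's methods, an unadjusted p of at most 0.05 and a fold change of at least 1.5. The paper's methods name DESeq2, which was run in version 1.42.0 as an alternative.

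On simulated counts for the 16879 genes with 200 changed genes, edgeR recovered 73% of the changed genes in the TWEAK comparison, 74.5% in the *ETS1* KD comparison and 72.5% in the *NFKB2* KD comparison, with 4.6%, 5.1% and 3.3% false calls. DESeq2 recovered 78%, 79.5% and 77.5%, with 15.2%, 18% and 10.9% false calls, which is above the 5% it was set to. For the *ETS1* KD comparison over the 16873 genes with a GC content, edgeR recovered 49.5% of the changed genes when the simulated libraries had trends with GC content, and 76.5% after each library was corrected by a loess curve (span 0.3) over GC content and transcript length. No replicates of a group differed by as little as sampling noise, so each library was counted as a replicate.

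Comparisons of both KDs and of TWEAK share the TWEAK-treated control libraries. The overlap that this sharing gives was estimated from 20 sets of simulated counts with an unchanged KD. A first simulation, with effects from the fitted group means, gave 1040 genes raised by TWEAK against 557 observed. The effects were then drawn from their posterior under a mixture of normals, which gave 614 genes with an unchanged *ETS1* KD and 609 with an unchanged *NFKB2* KD, and the second simulation is the one reported.

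For ChIP-seq, the authors mapped the reads to hg38 with Bowtie2, called peaks with MACS2 with subtraction of the input signal, and removed blacklisted regions with bedtools. They deposited 1 peak list per library, not pooled. The deposited −log10 p- and q-values and the fold enrichment ratio at each summit are the authors' values and were used only to describe, rank or filter peaks within a list. Which input served which library is not named in the paper's text. The read depth is unknown. Peaks of a condition that shared at least 1 bp were merged, and sites with a peak in both replicates were used. Shares of sites carry exact (Clopper-Pearson) 95% binomial confidence intervals, which cover counting error only. Promoters were defined from 1000 bp upstream to 100 bp downstream of a start site in GENCODE, the default window of HOMER, which the paper names for motifs. The paper's text does not name the program or window behind its own categories of sites. The paper's differential binding analysis of RNA Pol II needs reads, and its motif analysis needs HOMER and MEME-ChIP, which were not used here. In their place, peak presence was compared, and 6 consensus sequences were searched on both strands in the 200 bp around the strongest summit of a site, with Fisher's exact test. Where groups of sites differed in rank, GC content or expression, 10000 matched draws were made. Overlaps and shares were computed with Python 3.11.15, NumPy 2.4.6 and SciPy 1.17.1, sequences were read with samtools 1.23.1, and figures were drawn with matplotlib 3.10.9. The code for overlaps was tested on simulated peaks. Gene sets at ETS1 sites were tested with camera of limma 3.58.1, with its preset correlation of 0.01, and with fry.

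The rule for the genes named here was fixed before the data were examined, and some of its genes follow from their values. It takes the genes whose expression or product the paper discusses in these cells, *RELB* as the partner of p52, *TNFRSF12A* as the receptor of TWEAK, 7 AP-1 genes, the 5 genes with the largest change in each direction with TWEAK among those with an adjusted p under 0.05 and separate groups, and the 5 ETS1-dependent genes with an adjusted p under 0.05 in both comparisons and the largest change with TWEAK. The genes named for an ETS1 site at their promoter were chosen after their values were seen. Also fixed before the data were examined were the alternatives of upper-quartile or no scaling, a filter of at least 10 counts in every library or any count, fits of only the groups compared, the replicate number as a block, DESeq2, other p and fold change criteria, leaving out each library, peaks found in either replicate, a −log10 q-value of at least 5, the strongest peaks in equal numbers, an overlap of 50% of the shorter site, other promoter windows and other rules for a lost site. The correction for GC content and transcript length was among the alternatives added after seeing the data. The list of RNA Pol II sites in Supplementary Data 1 was held only in part, as the first 1998 of 23478 sites, and no overlap was tested on it.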

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

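Of the tests in this part, those with the correction for GC content and transcript length were chosen after the data were seen.

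Replicate 1 of *ETS1* KD guide 1 had 1387 p52 peaks, while the other 3 p52 libraries of *ETS1* KD cells had 3897, 4252 and 3938. The gap to the nearest library was 0.876 of the range of the 4 libraries, which is past the critical value of Dixon's test. Chance alone picks out about 1 in 20 such groups. If fewer of the same peaks passed the peak caller's threshold in this library, its peaks should be the stronger ones of replicate 2. Of its peaks, 94.2% overlapped a peak of replicate 2, with a median rank percentile of 82.8 there, against 35.0 for the peaks of replicate 2 that it lacked. This is consistent with a lower depth or enrichment of the library, which stay open because read depth is unknown. As its replicate comes from the same guide and treatment, the design gives no biological explanation, and none was tested. Taken singly, this library lacked a peak at 60.0% of the p52 sites of control cells.

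In a direct test of the difference, 327 genes differed between TWEAK-treated *ETS1* KD and *NFKB2* KD cells at an adjusted p under 0.05, of which 90 were higher and 237 lower in *ETS1* KD. Against TWEAK-treated control cells, *ETS1* KD changed 234 genes and *NFKB2* KD 5, with 660 at an unadjusted p under 0.05. With each library corrected for GC content and transcript length, 318 of the 327 genes were still called, which argues against such a bias as the whole cause. An *NFKB2* KD library unlike its replicates should give more genes when it is left out. Without *NFKB2* KD replicate 2 there were 2 genes at an adjusted p under 0.05 and over the fits without one library between 2 and 4, while the genes at an unadjusted p under 0.05 numbered 1101 without *NFKB2* KD replicate 1, 556 without replicate 2 and 952 without replicate 3. As these numbers moved in both directions, and 2 libraries remain in each fit, such a library cannot be told apart from a small effect of the KD. Fitting only the libraries of the KDs gave 104 genes, and leaving out a library gave 76 genes without *ETS1* KD replicate 3 and 561 without *NFKB2* KD replicate 1. Of the 10 splits of the 6 libraries, 1 gave as many genes for the difference between the KDs, and likewise 1 of 10 splits for *ETS1* KD and 1 of 10 splits for *NFKB2* KD against control cells, the real split in each case. The other splits gave 0 genes at an adjusted p under 0.05 in each of these comparisons. At an unadjusted p under 0.05 they gave 138 to 1704 genes for the difference between the KDs, against 2616 in the real split, 114 to 1508 for *ETS1* KD, against 2022, and 281 to 2333 for *NFKB2* KD, where the real split gave fewer than the largest of them. The share of splits cannot decide on a chance split, since 3 libraries against 3 give no share under 0.1. For the difference between the KDs and for *ETS1* KD, no other split gave a called gene or as many genes at an unadjusted p under 0.05. This argues against a chance split as the whole cause there. For *NFKB2* KD a chance split stays open. A different effect of the KDs on transcription remains a hypothesis, as do effects of the single guide used for each gene, which were not tested.

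The paper follows the genes raised by TWEAK. A further 259 genes were lowered in control cells at an adjusted p under 0.05, next to 261 that were raised. With a library left out there were between 61 lowered and 110 raised genes, without TWEAK replicate 3, and 169 and 236, without untreated replicate 3, and with all genes with any count 509 and 350. The genes that fell the most among those with separate groups were *LCNL1*, with 59 counts in untreated and 1 in TWEAK-treated cells (ratio 65.8, 95% counting interval 11.4 to 2640), *PTGDS* with a log2 fold change of -3.42, *TSPOAP1* with -2.94, ENSG00000258711 with -2.85 and *MYLK3* with -2.68. Their adjusted p-values lay between 0.017 and 0.0448 (edgeR's quasi-likelihood test). *TSPOAP1* had an adjusted p of 0.0448, which became 0.206 without TWEAK replicate 2 and lay between 0.000727 and 0.206 over the alternatives. Each of these genes had less than 1 CPM in either group, and *LCNL1* and *PTGDS* overlap another gene on the same strand, with which reads can be shared. Of the lowered genes, 256 of 259 were still called with the correction for GC content and transcript length, which argues against that bias as the whole cause. Of the 10 splits of the 6 control libraries, 2 gave as many changed genes as the 520 of the real one. With the correction for GC content and transcript length, 1 of the 10 splits gave as many as the 1173 of the real one, which was the real split, and the others gave 0 genes, with 143 to 3513 at an unadjusted p under 0.05 against 3397 in the real split. A chance split cannot be told apart with 10 splits. Lowering of these genes by TWEAK stays a hypothesis.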

How the results depend on the processing

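The settings chosen only after the data were seen were the correction for GC content and transcript length, the p52 sites of either control replicate at equal numbers of the strongest peaks, the p52 sites gained with both guides, and the fits without one library for the promoter share, the consensus sequences, RNA Pol II sites and co-bound sites. Over the summary results, the settings fixed earlier gave 266 values, of which 156 kept their direction and side of the threshold, 1 became weaker, 1 stronger, 7 reversed and 101 moved. The settings added later gave 42 values, of which 19 stayed, 1 became stronger, 1 reversed and 21 moved. For single genes and sites, 397 values from the earlier settings included 328 that stayed, 41 weaker, 3 stronger, 7 reversed and 18 that moved, and 53 values from the added settings included 41 that stayed, 1 stronger, 5 reversed and 6 that moved. Where no cause is given below, the cause was not tested.

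Changed genes at an adjusted p under 0.05 numbered 520 with TWEAK, 234 in *ETS1* KD and 5 in *NFKB2* KD, and 327 differed between the KDs. Upper-quartile normalisation and the replicate number as a block kept each of these numbers within 1.5 times. With all genes with any count, the numbers were 859, 469, 87 and 781. With correction for GC content and transcript length they were 1173, 555, 8 and 922, and with DESeq2 877, 476, 36 and 758, where DESeq2 gave 15.2%, 18% and 10.9% false calls on simulated counts of the first 3 comparisons against 4.6%, 5.1% and 3.3% with edgeR. Fitting only the 2 groups compared gave 2 genes for *NFKB2* KD and 104 between the KDs. For *NFKB2* KD there were also 3 genes without scaling and 1 with at least 10 counts in every library. Without one library there were 171 (without TWEAK replicate 3) to 405 genes (without untreated replicate 3) for TWEAK, 102 to 148 for *ETS1* KD, 2 to 4 for *NFKB2* KD, and 76 (without *ETS1* KD replicate 3) to 561 (without *NFKB2* KD replicate 1) between the KDs. Scaling moved the split between the KDs. It was 90 higher and 237 lower with TMM, 57 and 287 with upper-quartile normalisation, and 63 and 356 with no scaling. For *NFKB2* KD it was 1 higher and 4 lower with TMM and 1 higher and 2 lower with no scaling, while the 87 genes among all genes with any count were 54 higher and 33 lower.

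The replicate numbers do not pair the libraries. Deviations from the group means correlated with r from -0.304 to 0.492 (median 0.165) over the 18 pairs with the same number and from -0.56 to 0.488 (median -0.0947) over the 36 other pairs. With the replicate block, 657 genes changed with TWEAK, 252 in *ETS1* KD, 4 in *NFKB2* KD and 361 between the KDs, with 107 ETS1-dependent genes. Of 29 calls on named genes, 27 stayed, *ERN1* passed the threshold for TWEAK and *TSPOAP1* no longer did.

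The 97 ETS1-dependent genes became 58 with at least 10 counts in every library, 17 with an adjusted p, 46 with a fold change of at least 2 and 165 with no fold change minimum, each by construction of the criterion. The fits without one library gave 64 (without TWEAK replicate 3) to 110 genes (without TWEAK replicate 1). The p52-dependent share of 39.2% was 0% with an adjusted p, where 5 genes in all were called in *NFKB2* KD and 660 had an unadjusted p under 0.05, and 26.7% (without *NFKB2* KD replicate 2) to 51.1% (without TWEAK replicate 2) with a library left out. In the other settings with all libraries it lay between 32.6% and 48.5%.

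The AP-1 genes had a median log2 fold change of -0.08 in *ETS1* KD, with a smallest adjusted p over the list alone of 0.173. Correction for GC content and transcript length gave -0.10 with 0.0232, and fitting only the groups compared gave -0.0971 with 0.0153, in both cases for *JUNB*. Over all settings, the smallest adjusted p lay between 0.0153 and 0.525. Medians without one library ranged from -0.19 to 0.0187, where the last, without TWEAK replicate 3, reversed. The median log2 fold change with TWEAK of genes at gained ETS1 sites, less that of other genes, was -0.0083. It reversed to 0.0078 with sites of either replicate, to 0.0101 without untreated replicate 3 and to 0.0015 without TWEAK replicate 2, with a lowest value of -0.0119 among the fits without one library. For lost sites it was 0.0152 and reversed to -0.0041 without TWEAK replicate 3, with a highest value of 0.0422 among these fits. None of these sets was past the threshold in any setting.

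The numbers of sites followed the rule on replicates and the q-value by construction. Sites in either replicate numbered 4664 for ETS1 with TWEAK, 4750 for ETS1 untreated, 849 for p52 untreated, 12331 for p52 with TWEAK, 3977 and 5095 for p52 in *ETS1* KD with guides 1 and 2, 47353 and 52745 for RNA Pol II without and with TWEAK, 38000 in *ETS1* KD and 32078 in *NFKB2* KD. At a −log10 q-value of at least 5, sites in both replicates numbered 1154 and 973 for ETS1 with TWEAK and untreated, 192 for p52 untreated, 6296 and 8489 for RNA Pol II without and with TWEAK, 6567 in *ETS1* KD and 4727 in *NFKB2* KD. Single libraries gave 3145 to 3570 ETS1 sites with TWEAK, 2066 to 4372 untreated, 452 to 714 p52 sites untreated, 3579 to 11761 with TWEAK and 1387 to 3897 with guide 1, and 24848 to 38307 RNA Pol II sites untreated, 27056 to 44672 with TWEAK, 24710 to 29785 in *ETS1* KD and 11175 to 30310 in *NFKB2* KD.

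Gained ETS1 sites, 776, became 1742 with sites of either replicate, 438 at the stricter q-value, 402 at equal numbers of the strongest peaks, 222 when no library of untreated cells had a peak, and 271 (without untreated replicate 2) to 2174 (without TWEAK replicate 2) with a library left out. Common sites became 2922 and 716 under the first pair of these settings. Lost sites, 407, became 1895 and 264 under the same pair, 150 when no TWEAK library had a peak, and 264 (without TWEAK replicate 2) to 2656 (without untreated replicate 2). The promoter shares of 43.3% and 51.1% became 60.3% and 67.4% with the wider window. The odds ratio of CTTCCGG stayed above 1 in each setting, from 2.72 to 6.31 against lost sites and from 1.95 to 2.64 against common sites with a library left out. Against common sites it was lower with all libraries over whole sites (1.44), over 400 bp (1.77) and with sites of either replicate (1.82). The general ETS core reversed to 1.01 over whole sites, 1.02 over 400 bp and 1.01 without untreated replicate 2, with a lowest value of 0.688 without untreated replicate 1. The ZEB1 E-box reversed to 1.04 over whole sites, 1.30 over 400 bp, 1.15 without untreated replicate 1 and 1.30 without TWEAK replicate 2, with a lowest value of 0.764 without untreated replicate 2. Against common sites, the KAISO odds ratio of 1.30 reversed to 0.958 with sites of either replicate and 0.908 without TWEAK replicate 2, with a highest value of 1.64 without untreated replicate 2, and the ZEB1 odds ratio of 1.06 to 0.793 over whole sites, 0.993 with sites of either replicate and 0.857 without untreated replicate 2, with a highest value of 1.10 among the fits without one library.

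Gained RNA Pol II sites, 1350, became 458 at the stricter q-value, 27312 with either library, and 1891 to 22061 (without TWEAK replicate 2) with a library left out. Lost sites, 903, became 226, 20872 and 1428 to 15156 (without untreated replicate 1). The share of gained sites with an ETS1 site, 2.07%, became 0.685 to 4.07% with a library left out and was below that of sites in all 4 control libraries in each setting. Gained sites with no peak in *ETS1* KD, 51.3%, became 40.3% at equal numbers of the strongest peaks and 62.7 to 68.0% with 1 KD library, and those with none in *NFKB2* KD, 62.5%, became 53.5% at the stricter q-value, 42.2% at equal numbers and 64.4 to 94.9%.

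The share of p52 sites lost in *ETS1* KD, 10.8%, became 58.8% with sites of either control replicate, 25.8% when no site of both replicates of a guide remained, 20.1% with guide 1 alone, 15.1% with guide 2 alone, 7.89% at the stricter q-value, 4.59% at equal numbers of the strongest peaks, 15.1% with sites of either replicate at equal numbers, and 22.4% (without control replicate 2) to 57.6% (without control replicate 1). Of co-bound sites, 27.0% were lost. This reversed against other p52 sites with sites of either replicate (55.8%, odds ratio 0.878) and without control replicate 1 (46.5%, odds ratio 0.631), was 34.3% without control replicate 2, and was not past the threshold at equal numbers (8.70%, odds ratio 2.02), where 23 co-bound sites remained. Sites gained in *ETS1* KD, 76, became 2 when both guides were required. The ETS1 sites at promoters of ETS1-dependent genes, 7.22%, lay below the other genes in share but reversed against genes matched on expression (odds ratio 1.03), and neither was past the threshold.

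The unknown read depth of the ChIP libraries limits each comparison of peak lists, since lists of unequal length differ in which weak sites they hold. In RNA-seq, 3 libraries against 3 gave 10 possible splits, so no count of splits can reach a share under 0.1.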

Differences from the paper's values

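Of the tests in this part, those with both guides required, with control replicate 1 left out for co-bound sites, with a library left out for KAISO and with correction for GC content and transcript length were chosen after the result was seen.

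The paper's numbers of binding sites were compared with sites found in both replicates. For ETS1 in untreated cells the paper's value is 3697 and the value here 1590. Sites of either replicate (4750) and replicate 1 alone, without replicate 2 (4372), came within 1.5 times of the paper's value, and the stricter q-value (973), the assembled chromosomes (1470) and replicate 2 alone (2066) did not. For ETS1 with TWEAK the paper's value is 3852 and the value here 1981. Sites of either replicate (4664) and single libraries (3145 without replicate 1 and 3570 without replicate 2) came within that range, and the other settings did not. For p52 with TWEAK the paper's value is 11503 and the value here 2941, where sites of either replicate (12331) and replicate 2 alone (11761) came within the range and the other settings did not. The paper's 270 p52 sites in untreated cells stand beside 311 here, which is no difference by this measure.

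For the ETS1 groups, the paper's Fig. 1d shows about 1500 gained sites, read by eye, against 776 here, about 2400 common sites against 1205, and about 1300 lost sites against 407. With sites of either replicate, the values were 1742, 2922 and 1895, which are within 1.5 times. Gained sites also came within that range without TWEAK replicate 1 (1766) and without TWEAK replicate 2 (2174), and common sites without untreated replicate 2 (1710). The other settings fixed before the data were examined did not close these gaps. The paper's source data give 78.1% of ETS1 sites at promoters in untreated and 78.3% in TWEAK-treated cells, against 43.3% and 51.1% here. The window from 2000 bp upstream to 500 bp downstream gave 60.3% and 67.4%, within 1.5 times of the paper's values, while sites of either replicate (43.5% and 50.5%) did not.

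For RNA Pol II, the paper's values are 412 sites with a higher and 456 with a lower signal, and here 1350 sites were gained and 903 lost by presence of a peak. At a −log10 q-value of at least 5 there were 458 gained sites, within 1.5 times of the paper's value. None of the settings fixed before the data were examined closed the gap for lost sites, with 226 at that q-value. The paper's share of RNA Pol II sites with an ETS1 site is 20% and the share of gained sites here 2.07%, and none of the settings closed this gap.

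Of the ETS1-dependent genes, the paper's numbers are 79 p52-dependent and 34 p52-independent genes, and the numbers here are 38 and 59. Without a fold change minimum there were 75 p52-dependent genes, and none of the other settings fixed before the data were examined came within 1.5 times. For p52-independent genes, values within 1.5 times came with at least 10 counts in every library (39), without untreated replicate 2 (51), without TWEAK replicate 2 (44), without TWEAK replicate 3 (35), with a fold change of at least 2 (31) and with the fold change alone in *NFKB2* KD (50). The other settings did not give such values. The paper's 113 ETS1-dependent genes stand beside 97 here, which is no difference by this measure.

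For p52 in *ETS1* KD cells, the paper's share of lost sites is 60% and the share here 10.8%. Sites of either control replicate (58.8%) and replicate 2 alone, without control replicate 1 (57.6%), came within 1.5 times, and the other settings did not. The paper's number of sites gained in *ETS1* KD is 34 and the number here 76, and none of the settings closed the gap, including the 2 sites found with both guides, a setting chosen after seeing the values. Of co-bound sites the paper's share lost is 60% and the share here 27.0%. Sites of either replicate (55.8%), the rule that no site of both replicates of a guide remained (42.3%) and, in a setting added after the values were seen, the omission of control replicate 1 (46.5%) came within 1.5 times, while equal numbers of the strongest peaks (8.70%) did not. Fig. 4b shows about 530 co-bound sites of the paper, read by eye, against 163 here, and sites of either replicate gave 781, which is within 1.5 times. The paper's 95% of lost sites without ETS1 stands beside 86.2% here, which is no difference by this measure.

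The paper places a p52 site at the *ETS1* promoter, while the p52 peak of both TWEAK replicates lay in intron 1, 7470 bp from the MANE start site. No RNA Pol II list held a peak at that start site, and *ETS1* has other annotated start sites. The distance to the promoter used in these cells is therefore not known. The paper reports ETS1 binding at the *ERN1* promoter. No ETS1 list held a peak within 15 kb of the MANE start site. The paper also reports p52 binding at this promoter, which was listed in 1 of 2 TWEAK-treated control libraries. The paper states that *ERN1* transcription rises with TWEAK and falls in both KDs. Its expression with TWEAK was higher by a log2 fold change of 0.74, with an adjusted p of 0.136 (edgeR's quasi-likelihood test), and was past the threshold with all genes with any count (adjusted p = 0.00737), with the replicate number as a block (0.0209) and, chosen after seeing the data, with correction for GC content and transcript length (0.0204), over a range from 0.00737 to 0.498. The falls in *ETS1* KD (-0.43) and *NFKB2* KD (-0.48) were past the threshold in none of the settings. An RNA Pol II peak at the *ERN1* start site was listed in each of the 8 libraries, KDs included. The paper's statement is on a change in recruitment, which the presence of a peak cannot contradict. The authors' fold enrichments were 20.5 and 36.1 in untreated and 85.8 and 53.1 in TWEAK-treated control cells. They were 40.1 and 37.9 in *ETS1* KD and 34.0 and 9.61 in *NFKB2* KD. Fold enrichments of separate lists are not on one scale, so no test was made. In the part of the paper's Supplementary Data 1 held here, the first 1998 of 23478 sites, the paper's site at *ERN1* from 64129432 to 64131099 has the paper's log2 fold change of 1.68 and the paper's p-value of 0.000718. The paper lists KAISO and ZEB1 motifs among those at ETS1 sites gained with TWEAK. Against lost sites, KAISO had an adjusted p of 0.0833 (odds ratio 3.56) and passed the threshold with sites of either replicate (odds ratio 6.18, adjusted p = 3.9e-05, range over the settings with all libraries 3.9e-05 to 0.282, Fisher's exact test). Without one library its odds ratio was 3.31 (untreated replicate 1), 5.67 (untreated replicate 2), 5.99 (TWEAK replicate 1) and 1.38 (TWEAK replicate 2), in settings added after the values were seen. These leave a condition with 1 list, so only odds ratios are given. ZEB1 had an odds ratio of 0.98 against lost sites and passed the threshold there in none of the settings with all libraries. Against common sites it had an odds ratio of 1.06 and passed it over whole sites, where ZEB1 was less frequent at gained sites (odds ratio 0.793, adjusted p = 0.027, range over the settings with all libraries 0.027 to 0.964, Fisher's exact test). Over 400 bp it was 1.22. The fall over whole sites was not specific to ZEB1. The general ETS core (0.739), κB (0.626) and AP-1 (0.468) sequences also passed the threshold there, while CTTCCGG (1.44) and KAISO (1.11) stayed above 1.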

Other observations

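The tests chosen after the result was seen were the overlap of ETS1 lists within and between conditions, the simulated counts with an unchanged KD, the AP-1 genes, the gap in promoter shares, the GC correction of other splits, and the setting of either control replicate at equal numbers of p52 peaks.

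The p52 sites of either control replicate had no peak in *ETS1* KD cells in 58.8% of cases, and those of both replicates in 10.8%. A candidate explanation is the longer list of control replicate 2, which held 11761 peaks against 3579. With equal numbers of the strongest peaks in every library, the share for sites of either replicate fell to 15.1%. That for sites of both replicates fell to 4.59%. The longer list could therefore account for part of the difference between the rules. The 15.1% counts absence from every *ETS1* KD library. Against single *ETS1* KD libraries, 70.3 to 76.2% of the strongest peaks of control replicate 1 overlapped a peak. For control replicate 2 it was 70.5 to 79.7%, and between the control replicates 78.5%. A loss of weaker p52 sites in *ETS1* KD stays open, as signal per site was not analysed here.

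Co-bound p52 and ETS1 sites were lost in *ETS1* KD in 27.0% of cases, against 9.90% of other p52 sites. Their p52 peaks were weaker, with median rank percentiles of 50.0 and 70.8. In draws of other p52 sites matched on rank, a mean of 27.8% was lost (95% of draws between 22.7% and 33.1%), and 65.0% of 10000 draws lost as large a share. The weaker peaks may thus account for the difference, and an effect of ETS1 beyond that was not seen at these sites.

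If p52 at lost sites were held by ETS1 or AP-1 in place of its own consensus, lost sites should carry fewer κB and more ETS or AP-1 sequences than kept sites. The κB consensus was less frequent at lost sites (58.0% against 73.6%, odds ratio 0.495), but so was the AP-1 consensus, at 9.72% against 15.6% (odds ratio 0.584, adjusted p = 0.0138, Fisher's exact test), and the general ETS core had an odds ratio of 0.93. With sites of either replicate the order was the same, at 55.6% against 68.1% for κB and 10.5% against 14.5% for AP-1. A larger share of AP-1 or general ETS core sequences at lost sites was thus not seen. Lost and kept sites were not matched on peak rank, and AGGAAG is only a form of the ETS core. These values therefore cannot decide on that hypothesis.

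The ETS1 lists shared a median of 63.4% of their strongest peaks between replicates (59.9 to 63.7%) and 60.4% between conditions (57.3 to 63.8%), a difference of 3.02 points. Variation between lists could account for part of the shift in sites. The values between conditions below 59.9% were those that involve untreated replicate 2. The promoter share differed in one direction, with a gap of 6.87 points between the lowest TWEAK and the highest untreated library, while the replicates differed by 0.678 points in untreated and 0.920 points in TWEAK-treated cells. The gap is larger than these differences, which argues against variation between replicates as the whole cause. Each difference rests on 2 libraries, and an exact permutation test of 2 against 2 cannot reach a p-value of 0.05. CTTCCGG was more frequent at gained than at lost sites also among promoter sites (18.6% against 7.24%, odds ratio 2.94, p = 0.000498, Fisher's exact test) and after matching on GC content, where a mean of 9.61% of matched gained sites carried it (95% of draws between 6.88% and 12.5%) against 3.19% of lost sites, with 0 of 10000 draws as low. The larger share of promoters and the higher GC content of gained sites are therefore not the whole cause. A shift of ETS1 toward such sequences with TWEAK is a hypothesis, found and tested on the same libraries.

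Gained RNA Pol II sites overlapped ETS1 in 2.07% of cases, against 6.07% of sites in all 4 control libraries. The gained peaks were weaker, with median rank percentiles of 40.7 and 84.0, and in sites matched on rank the mean was 2.76% (95% of draws between 1.93% and 3.63%), with 6.38% of draws as low. Weaker peaks may account for this difference. The absence of gained sites from the KDs was set against the reverse comparison, sites gained in a KD and absent from TWEAK-treated control cells, at equal numbers of the strongest peaks. The share was 40.3% against 43.5% for *ETS1* KD, a difference of -3.17 points, and 42.2% against 39.4% for *NFKB2* KD, a difference of 2.80 points. Uneven detection of weak sites is consistent with both values, and a fall of RNA Pol II in the KDs at these sites stays open.

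Comparisons with the same TWEAK-treated libraries share their chance values. Counts simulated with an unchanged *ETS1* KD gave a mean of 37.2 ETS1-dependent genes by the criteria of the paper (range 25 to 55). The number observed was 97. Simulated genes varied independently of each other, so trends that many genes of a library share were left out. The simulation therefore cannot exclude the sharing as the whole cause. In the opposite direction, 27 genes were lowered by TWEAK and raised in *ETS1* KD, and the simulations gave 49.1 (39 to 62), so no such genes beyond the sharing were seen. The observed number lies below the simulated range, so the simulation does not reproduce it. With an unchanged *NFKB2* KD and the effects of TWEAK and *ETS1* KD kept, the p52-dependent share was 16% (6.49 to 21.7%) against 39.2%. The same limit holds for that simulation. Of the genes raised by TWEAK, 89.8% were lower in *NFKB2* KD than in control cells, against 70.5% in simulated counts (67.8 to 74.0%), and 58.2% were lower in *ETS1* KD, against 70.2% (67.8 to 73.8%). With no effect in any group, the simulated p52-dependent share was 35.4% (10.3 to 58.3%) and 86.8% of raised genes (79.4 to 91.8%) were lower in *NFKB2* KD, ranges that hold the observed values, but 184 genes were raised (155 to 206) against 557 observed. The shares thus depend on how much of the rise with TWEAK is chance, and a broad, small fall in *NFKB2* KD that single genes do not pass the threshold with may be part of them but stays a hypothesis. Of 10 splits of the *ETS1* KD and control libraries, 2 gave as many ETS1-dependent genes, where of the other splits the larger number of both directions was taken. The other one gave 104 with its sides exchanged and 2 otherwise. The real split gave 108 with *ETS1* KD and control libraries exchanged. A chance split cannot be told apart.

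For TWEAK against untreated cells, a split other than the real one gave 674 genes, more than the 520 of the real split. It set untreated replicates 1 and 2 and TWEAK replicate 1 against the rest. In these 3 libraries, the deviations of log2 CPM from the mean of the library's group had correlations with GC content of -0.484, -0.422 and -0.328. In the others they were 0.572, 0.323 and 0.208 (Spearman's rho across 16873 genes, which are not independent replicates). Deviations within a group cancel out, so opposite signs within a group are partly forced. With each library corrected for GC content and transcript length, that split gave 0 genes and the real one 1173. At an unadjusted p under 0.05, however, that split still gave 3513 genes, against 4047 before the correction and 3397 in the corrected real split. As the adjusted and unadjusted numbers point in different directions, a GC bias of the libraries cannot be told apart from another difference that follows the same split. For genes at ETS1 sites, the camera test gave as small a p in 10 of 10 splits for gained sites (unadjusted p = 0.957), 4 of 10 splits for common sites (0.134) and 7 of 10 splits for lost sites (0.466).

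The hypothesis that ETS1 raises AP-1 genes was tested on 7 of them. Their median log2 fold change in *ETS1* KD was -0.0831, and 0 genes passed the threshold over all genes or adjusted over the list alone, where the smallest adjusted p was 0.173, for *JUNB* (-0.41, unadjusted p = 0.0247, edgeR's quasi-likelihood test). *JUNB* was the only one of these genes with an unadjusted p under 0.05. The hypothesis cannot be told apart from no effect, as the median lies near 0 with members in both directions. With TWEAK, *JUNB* rose by 0.66 (adjusted p = 0.0484) and *FOSL1* by 1.21 (adjusted p = 0.0793, and 0.0118 adjusted over the list alone, same edgeR test).

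*BIRC3*, which rose the most with TWEAK after *MMP9*, *NFE2L3* and *SLAMF8* among the genes with an adjusted p under 0.05 and separate groups, had a log2 fold change of 0.05 in *ETS1* KD and -1.82 in *NFKB2* KD (unadjusted p = 0.000161, adjusted p = 0.194), and the KDs differed by 1.86 (adjusted p = 0.0154, edgeR's quasi-likelihood test). *RELB* rose by 1.36 with TWEAK (standard error 0.152, adjusted p = 0.000437) and *TNFRSF12A* by 0.31 (adjusted p = 0.136, same edgeR test). LINC02393 had 1 count in untreated and 69 in TWEAK-treated cells (ratio 61.9, 95% counting interval 10.7 to 2480). Of the factors with a consensus in the motif search, *ELK1* changed by -0.02 with TWEAK, *ELK4* by 0.35, *ZBTB33*, which encodes KAISO, by 0.08 and *ZEB1* by 0.13, none past the threshold (adjusted p from 0.483 to 0.982, same edgeR test). *FLI1*, at 0.0207 CPM in untreated and 0.0295 in TWEAK-treated cells, was too low to be tested.

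The p52 peak in intron 1 of *ETS1* was listed in each of the 4 p52 libraries of *ETS1* KD cells, with fold enrichments of 13.6 and 27.8 for guide 1 and 17.7 and 15.6 for guide 2, as given by the authors' peak caller.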
